# mTORC1/AMPK responses define a core gene set for developmental cell fate switching

**DOI:** 10.1186/s12915-019-0673-1

**Published:** 2019-07-18

**Authors:** Pundrik Jaiswal, Alan R. Kimmel

**Keywords:** RNA-seq, Gene Ontology, Kinase signaling, cAMP, *Dictyostelium*

## Abstract

**Background:**

Kinases mTORC1 and AMPK act as energy sensors, controlling nutrient responses and cellular growth. Changes in nutrient levels affect diverse transcriptional networks, making it challenging to identify downstream paths that regulate cellular growth or a switch to development via nutrient variation. The life cycle of *Dictyostelium* presents an excellent model to study the mTORC1 signaling function for growth and development. *Dictyostelium* grow as single cells in nutrient-rich media, but, upon nutrient withdrawal, growth ceases and cells enter a program for multi-cell development. While nearly half the genome shows gene expression changes upon nutrient removal, we hypothesized that not all of these genes are required for the switch to program development. Through manipulation of mTORC1 activity alone, without nutrient removal, we focused on a core network of genes that are required for switching between growth and development for regulation of cell fate decisions.

**Results:**

To identify developmentally essential genes, we sought ways to promote development in the absence of nutrient loss. We first examined the activities of mTORC1 and AMPK in *Dictyostelium* during phases of rapid growth and starvation-induced development and showed they exhibited reciprocal patterns of regulation under various conditions. Using these as initial readouts, we identified rich media conditions that promoted rapid cell growth but, upon mTORC1 inactivation by rapamycin, led to a growth/development switch. Examination of gene expression during cell fate switching showed that changes in expression of most starvation-regulated genes were not required for developmental induction. Approximately 1000 genes which become downregulated upon rapamycin treatment comprise a cellular growth network involving ribosome biogenesis, protein synthesis, and cell cycle processes. Conversely, the upregulation of ~ 500 genes by rapamycin treatment defines essential signaling pathways for developmental induction, and ~ 135 of their protein products intersect through the well-defined cAMP/PKA network. Many of the rapamycin-induced genes we found are currently unclassified, and mutation analyses of 5 such genes suggest a novel gene class essential for developmental regulation.

**Conclusions:**

We show that manipulating activities of mTORC1/AMPK in the absence of nutrient withdrawal is sufficient for a growth-to-developmental fate switch in *Dictyostelium*, providing a means to identify transcriptional networks and signaling pathways essential for early development.

**Electronic supplementary material:**

The online version of this article (10.1186/s12915-019-0673-1) contains supplementary material, which is available to authorized users.

## Introduction

The mTOR (mechanistic target of rapamycin) kinase is primarily associated with two functionally distinct protein complexes, mTORC1 and mTORC2 [1, 2]. These, in turn, are often suggested to involve separate cellular functions, with mTORC1 being a nutrient sensor and growth regulator and mTORC2 a component of developmental processes [1–4].

Where mTORC1 phosphorylation of S6K and 4EBP1 is essential for protein synthesis and cell growth, the AMP-dependent kinase AMPK serves as a reciprocal nutrient/energy sensor to adjust growth to reducing environmental sustenance [5–7]. Rich media with high concentrations of amino acids and glucose support respectively activation of mTORC1 or inhibition of AMPK. Depletion of amino acids reduces mTORC1 activity [8], and energy-poor conditions activate AMPK, which further inhibits mTORC1 by phospho-activation of the upstream mTORC1 inhibitor TSC2 [9] and phospho-inhibition of raptor [10, 11], an essential mTORC1 subunit. mTORC2 is not a direct target of energy state, although growth factors and metabolic differences influence its activity [1]. mTORC2 primarily impacts cytodifferentiation, with effects on cell polarity and cytoskeletal function [12, 13]. Regardless of apparently separate roles, the two mTOR complexes support overlapping tissue requirements. Active mTORC1 can modulate cell fate choice through balance with mTORC2 [14–18] and promote proliferation of mTORC2-dependent differentiated cells; mTORC2 supports cell survival through glucose homeostasis, membrane function, and migration [19].

The life cycle of *Dictyostelium* presents an excellent model to study the roles of mTORC1 signaling for growth and development [20–23]. In the wild, *Dictyostelium* grows as single cells, where nutrients (e.g., essential amino acids) and enhanced cellular energy status maintain an active state for mTORC1 [24]. However, if environmental nutrients become depleted, mTORC1 activity is suppressed [24] and *Dictyostelium* ceases the growth cell cycle and enters a developmental sequence leading to multi-cell development [21–23]. During *Dictyostelium* development, mTORC2 plays a highly crucial role for inter- and intracellular signaling, cell migration, and aggregation, factors essential for multi-cellular development [22, 24–26].

We hypothesize that manipulation of mTORC1 activity per se, without nutrient removal, might be an essential switch for the growth-to-development transition of *Dictyostelium*, but we needed to avoid global mTOR kinase inhibitors that simultaneously suppressed the developmentally essential mTORC2 [27]. Rapamycin was chosen as an excellent candidate for directed inhibition of mTORC1. The immediate interactive target of rapamycin is cellular protein FKBP12, which in turn binds mTOR to rapidly displace raptor from the complex [28, 29], strongly, but not fully, suppressing phosphorylation of mTORC1 substrates [30, 31]. Rapamycin does not affect mTOR kinase activity per se, and since raptor is not part of mTORC2, rapamycin has no immediate impact on mTORC2. Furthermore, we had previously confirmed the action of rapamycin on mTORC1 in *Dictyostelium* via FKBP12 [24]. Still, chronic (> 10 h) treatment of cells with rapamycin can reduce mTORC2 function, albeit indirectly [24, 32–34].

We first demonstrate fundamentals in *Dictyostelium* for the antagonistic regulations of mTORC1 and AMPK during growth and development and establish essential novel conditions that permit rapid growth of *Dictyostelium*, but also a growth-to-development switch upon direct mTORC1 inhibition by rapamycin in the absence of nutrient withdrawal. Indeed, we show a rapamycin-regulated, dependent downstream path through kinases PKA (protein kinase A, the cAMP-dependent protein kinase) and YakA [35, 36]. Furthermore, we compared gene expression by deep RNA-seq under conditions of starvation and rapamycin-induced development in nutrient-rich media and identify an extensive gene network involved in developmental signal transduction that is upregulated by both starvation and rapamycin and separate downregulated gene classes involved in protein synthesis and in DNA replication and cell division. We suggest that these represent a regulatory core for the growth-to-development transition in *Dictyostelium*. Added to these would be many previously uncharacterized gene classes.

Remarkably, whereas starvation-induced development leads to the rapid change in expression of > 4000 genes, analyses of rapamycin-induced development indicate that half of these gene expression changes are not required for growth/development fate switching. Rather, we suggest that global upregulation of ~ 500 genes and downregulation of ~ 1000 genes define essential early signaling pathways for growth-to-development transition (GDT). Indeed for developmental induction, we show that 5 unclassified genes that were randomly selected from the rapamycin-induced set were essential for early multi-cell development, whereas, in full contrast, none of 10 randomly selected non-rapamycin regulated genes had a significant role for early multi-cell formation or developmental gene expression.

## Results

### Antagonistic actions of mTORC1 and AMPK for nutrient sensing response

*Dictyostelium* grow logarithmically as single cells in nutrient-rich media, but, upon nutrient depletion, growth ceases and cells enter a program for multi-cell development. Since kinases mTORC1 and AMPK function as nutrient and energy sensors in eukaryotes, we wished to determine their relative activities in *Dictyostelium* during rapid growth and starvation-induced development. *Dictyostelium* were grown in nutrient-rich media and washed into a non-nutrient developmental buffer (DB), with mTORC1 and AMPK activities monitored by immunoblot detection of protein-specific phosphorylation/de-phosphorylation kinetics, through 7.5 h of starvation.

Actively growing cells showed persistent phosphorylation of mTORC1 targets S6K and 4EBP1, but within < 2 min following nutrient removal, we observed de-phosphorylation (i.e., mTORC1 pathway inactivation) of each (Fig. 1a). Full de-phosphorylations were seen within 5–10 min and remained unchanged for 7.5 h of development (Fig. 1b, c). Conversely, AMPK had poor activity (i.e., pAMPKα) in growing cells, but exhibited increased phosphorylation from 5 min after starvation in the non-nutrient buffer, and persistent activation through early development (Fig. 1a–c). Thus, with depletion of nutrient-rich energy supply (e.g., amino acids, glucose) by starvation, AMPK activity rises in parallel to mTORC1 inactivation.

**Fig. 1:**
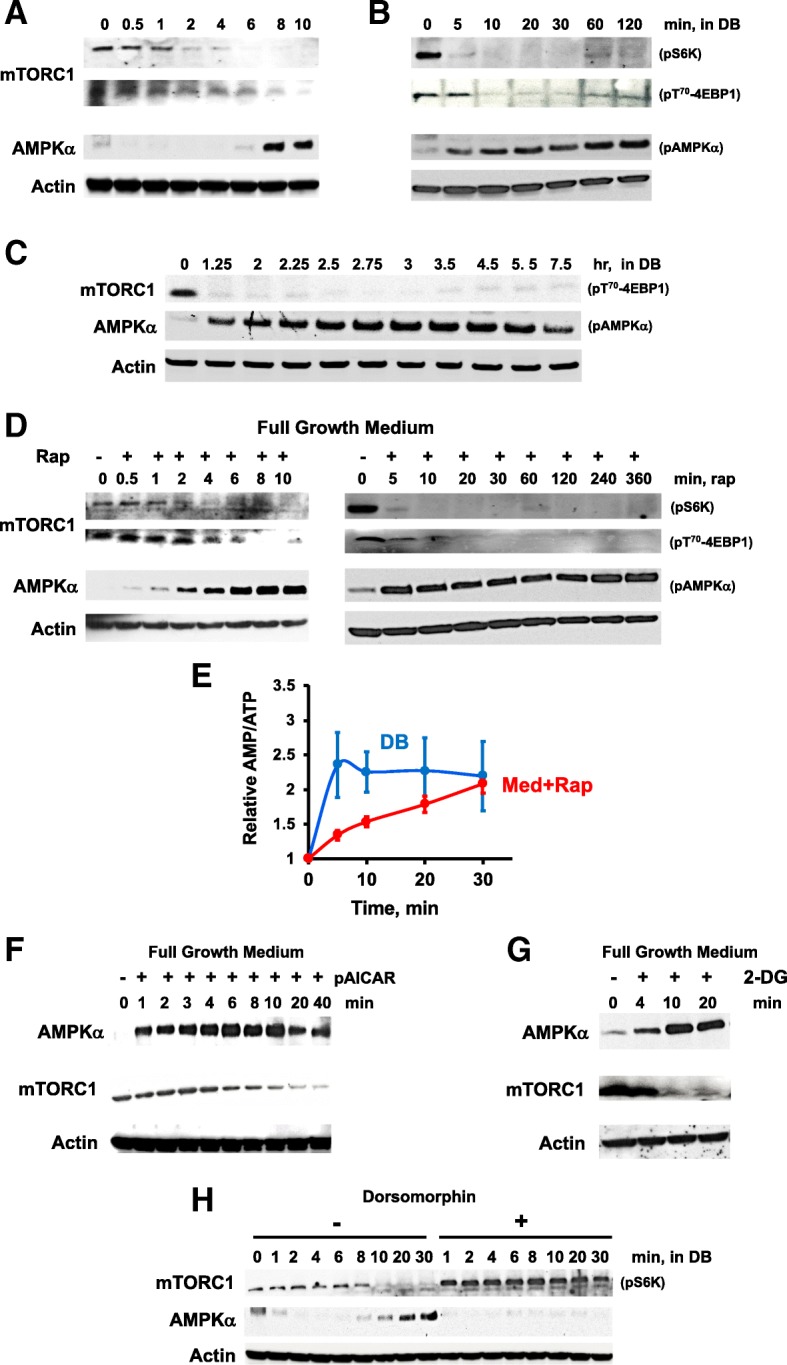
Antagonistic regulation of mTORC1 and AMPK. Nutrient depletion (i.e., in DB) or rapamycin treatment of cells in full growth media inactivates mTORC1 but activates AMPKα. **a**–**c** Nutrient depletion induced de-phosphorylation (i.e., de-activation of mTORC1) of S6K and 4EBP1, but phosphorylation/activation of AMPK. *Dictyostelium* cells were grown to log-phase and transferred to DB in shaking culture. Cell lysates were prepared at times indicated and analyzed by immunoblotting. Similar results were obtained in three independent experiments. **d** Rapamycin treatment of cells in full growth media induces de-phosphorylation of S6K and 4EBP1, but phosphorylation/activation of AMPKα. Cells were grown to log-phase and transferred to a full growth media containing 500 nM of rapamycin. Cell lysates were prepared at times indicated and analyzed by immunoblotting. Similar results were obtained in three independent experiments. **e** Quantification of relative AMP/ATP ratios upon nutrient withdrawal (DB) or rapamycin treatment in full growth media (Med+Rap) in shaking culture. At times indicated, 1 × 10^7^ cells were pelleted and lysed by freeze-thaw. The AMP and ATP levels were measured separately and values represent ratio changes as mean ± standard error. Results are from three independent experiments, with triplicates used for each independent set of experiments. Activation of AMPKα by pAICAR or 2-DG de-activated mTORC1. Log-phase cells in full growth media were treated with 1 mM pAICAR (**f**) or 80 mM 2-DG (**g**) in shaking culture. Cell lysates were prepared at times indicated and analyzed by immunoblotting. Immunoblots are representative of three independent experiments. **h** AMPKα inhibition using dorsomorphin activated mTORC1. AX3 cells were transferred to DB in the presence or absence of 40 μM dorsomorphin in shaking culture. Cell lysates were prepared at times indicated and analyzed by immunoblotting. Immunoblots are representative of three independent experiments

Rapamycin is an immunosuppressant drug that inactivates mTORC1, through cross-binding to cellular protein FKBP12 and TOR kinase, causing dissociation and de-activation of mTORC1. To determine whether mTORC1 action impacted AMPKα, we examined the effects of rapamycin on mTORC1 and AMPK activities in growth phase cells in nutrient-rich media (Fig. 1d). As we had previously shown [24], mTORC1 is rapidly inactivated in *Dictyostelium* by addition of rapamycin to rich growth media, but despite the presence of full nutrient and energy support, rapamycin treatment also promoted the rapid activation of AMPKα (Fig. 1d).

AMPK monitors intracellular energy by sensing changes in relative levels of AMP/ATP. We, thus, investigated whether AMPK activation by rapamycin correlated with an elevated AMP/ATP ratio, quantifying AMP and ATP upon nutrient depletion or rapamycin treatment in nutrient-rich media (Fig. 1e, Additional file 1: Figure S1). Upon starvation (DB), AMP/ATP is rapidly elevated, explaining AMPKα activation by nutrient withdrawal. Rapamycin treatment of cells in nutrient-rich media (Med+Rap) also causes an increase in AMP/ATP, albeit at a slower absolute rate than during starvation. Still, within 20 min, AMP/ATP ratios increase > 2-fold in both starved and rapamycin-treated cells (Fig. 1e, Additional file 1: Figure S1). The reciprocal actions of mTORC1 and AMPK are poised at the junction of *Dictyostelium* growth and development, perhaps serving as essential sensors for the transition between the two cellular states. In addition, there appears to be reciprocal metabolic interaction between mTORC1 and AMPK, since AMPKα is rapidly activated upon direct inhibition of mTORC1 by rapamycin, even in the presence of rich energy nutrient sources.

### AMPK reciprocally regulates the mTORC1 activity

In other systems, activated AMPK can inhibit mTORC1 through phospho-activation of TSC2, an inhibitor of the mTORC1 activator Rheb, and effective phospho-inhibition of the mTORC1 subunit raptor [9–11]. Although *Dictyostelium* has a TSC2/Rheb pathway for mTORC1 regulation, its role is very limited compared to mammalian systems, with only minimal growth differences between WT and *tsc2*- or *rheb*-null cells [24]; effects of this pathway on growth are better observed with decreased or increased sensitivity to rapamycin, for *tsc2*- or *rheb*-null cells, respectively, compared to WT (Additional file 2: Figure S2). Furthermore, *Dictyostelium* TSC2 lacks an AMPKα target site [24]. However, we have observed starvation- and rapamycin-induced phosphorylation of raptor at a predicted AMPKα substrate site for *Dictyostelium* raptor [11], consistent with AMPKα inhibiting mTORC1 by raptor targeting [10, 11].

We sought to modulate AMPKα activity to assess the effects of cross-talk on mTORC1. First, we developed conditions that activated AMPKα in the presence of a rich energy source. pAICAR (phospho 5-aminoimidazole-4-carboxamide ribonucleotide) is a poorly metabolized AMP analog that accordingly increases the activity of AMPK and acts similarly in *Dictyostelium* [37]. 2-Deoxy-d-glucose (2-DG) is a glucose analog that competitively blocks glycolysis, elevates AMP/ATP, and, thus, is similarly an activator of AMPKα. To discern whether active AMPKα can reciprocally suppress mTORC1 activity, we stimulated AMPK activity in growing cells in nutrient-rich media using pAICAR or 2-DG and assayed mTORC1 readout 4EBP1. As seen, AMPKα becomes rapidly phosphorylated during growth by the response to pAICAR or 2-DG, with a corresponding de-phosphorylation of 4EBP1 (Fig. 1f, g). Next, we studied the mTORC1 activity in nutrient-depleted cells that are inhibited for activation of AMPKα. Under standard starvation conditions, mTORC1 activity is reduced as AMPKα phosphorylation increases. However, starved cells treated with dorsomorphin, an inhibitor for AMPKα, were not only inhibited for AMPKα activation during nutrient withdrawal, but mTORC1 inactivation was also suppressed (Fig. 1h).

Although we recognize that kinetics for reciprocal inactivation/activation of mTORC1/AMPK do not describe an immediate mechanistic path and that dorsomorphin can have non-AMPK affects, collectively, the data suggest that the complex cross-talk and interplay of mTORC1/AMPK define conditions to transit *Dictyostelium* from growth phase to development [i.e., growth-to-development transition (GDT)]. To understand the regulatory mechanism under mTORC1/AMPK control, we sought conditions that modulate mTORC1/AMPK to promote development, but in the absence of nutrient depletion.

### mTORC1 inhibition by rapamycin slows cell growth in nutrient-rich media but is insufficient to induce programmed development

Since rapamycin treatment of growing cells in nutrient-rich media mimicked the effects of starvation on the regulation of the mTORC1 and AMPK activities, we pursued whether developmental aspects of the *Dictyostelium* life cycle could be induced by rapamycin-impaired nutrient sensing. Thus, we compared cell growth rates and developmental potential of cells in nutrient-rich media treated with and without rapamycin.

Although rapamycin reduces mTORC1 and elevates pAMPKα in cells within nutrient-rich media, growth rates were only reduced by ~ 2-fold (Fig. 2a, see also Additional file 2: Figure S2 [24, 26]. To examine the effects of rapamycin on development, we monitored mTORC1/AMPK activities and expression of early developmental protein markers, ACA (adenylyl cyclase A [38]), CAR1 (the primary receptor for cAMP, 3′,5′-cyclic adenosine monophosphate, during aggregation [21, 39]), and csA (contact site A) in cells adhered to a solid substratum through 6 h. First, we confirmed that rapamycin treatment reciprocally regulated the activities of mTORC1 and AMPKα in cells adhered in the presence of full growth media (Fig. 2b). Yet, although ACA, CAR1, and csA are induced to high levels following full nutrient withdrawal (i.e., in DB), none is expressed in rapamycin-treated cells in the presence of full nutrient-rich media (Fig. 2c). Further, whereas cells adhered in a buffer (DB) will initiate development and form multi-cellular aggregates, cells treated with rapamycin in full growth media do not show developmental signal relay/response and remain as single cells (Fig. 2d). Thus, while rapamycin-impaired nutrient sensing may slow cell growth, it does not fully suspend growth and promote a transition to development. In mammalian cells, rapamycin does not fully suppress phosphorylation of all mTORC1 targets, with dependence to elevated environmental nutrients [30, 31]. We speculate that, as with mammalian cells, the levels of nutrients in rich growth media (e.g., 85 mM glucose) may explain the partial sensitivity of *Dictyostelium* to inhibition by rapamycin.

**Fig. 2:**
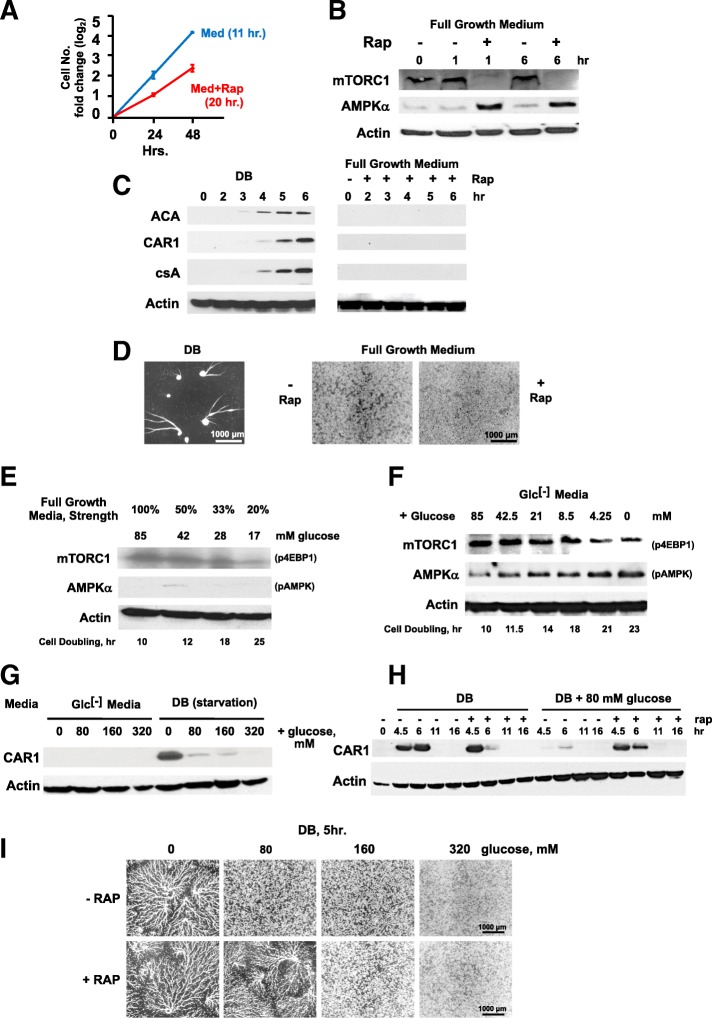
Nutrient effects on kinase activities and developmental induction. **a** Cell growth rates in full growth media without (Med) or with 500 nM rapamycin (Med+Rap). Doubling times represent mean ± standard error from triplicates in an independent experiment (*N* = 3). **b** p4EBP1 and pAMPKα of adhered cells in full growth media in the presence and absence of 500 nM rapamycin. Log-phase cells were adhered to plate wells in fresh full growth media. After 2 h, fresh media were replenished with or without 500 nM rapamycin. Samples were taken at various times and analyzed by immunoblotting. Nutrient withdrawal (DB), but not rapamycin, induced expression of developmental genes and multi-cell formation. Developmental protein expression (**c**) and aggregation (**d**) were examined in adhered cells upon nutrient removal (DB) or in full growth media containing rapamycin. **c** Immunoblots represent three independent experiments. **e** Log-phase cells in full growth media were transferred to indicated strengths of diluted full growth media and growth rates measured. After 24 h, immunoblotting was performed and represent three independent experiments. **f** Log-phase cells in full growth media were transferred to indicated strengths of glucose-free (Glc^[-]^) media, supplemented with varying concentrations of glucose. Growth rates were then measured. After 24 h, samples were analyzed by immunoblotting. Immunoblots are representative of three independent experiments. **g** Adhered log-phase cells in DB or Glc^[-]^ media containing indicated concentrations of glucose. After 5 h, samples analyzed by immunoblotting. Immunoblots represent three independent experiments. **h** Adhered log-phase cells in DB with or without 80 mM glucose and/or rapamycin as indicated. At various times, samples were analyzed by immunoblotting. Immunoblots represent three independent experiments. **i** Adhered log-phase cells in DB with or without mM glucose and/or rapamycin as indicated. After 5 h, cells were visualized for developmental aggregation

### Nutrient dissection for inhibition of development

To examine nutrient level effects on *Dictyostelium* development, we first diluted full growth medium to various (20–100%) strengths and compared inherent mTORC1 and AMPK activities and cell growth rates (Fig. 2e) in shaking cultures. We also used a glucose-free (Glc^[-]^) medium that retained full levels of all other nutrient, and additionally titrated in glucose from 0 to 100% for evaluation of effects on kinase activities and growth rates (Fig. 2f). Full growth medium is sufficiently rich that dilution to 0.2× (i.e., 17 mM glucose) only reduces growth rates in shaking culture by two-fold (Fig. 2e) and with minimal effect on mTORC1 and AMPK activities. Likewise, with all other nutrient concentrations unchanged, cells still grow at a 30–50% rate in the absence of glucose, using (Glc^[-]^) medium (Fig. 2f).

Using CAR1 expression as a readout for starvation-induced early development, we show that, although cells adhered in nutrient-free developmental buffer (DB) will express CAR1 to high levels, addition of just a standard glucose (~ 80 mM) concentration to DB or a standard nutrient mix (e.g., amino acids) in the absence of glucose (i.e., using Glc^[-]^ medium) is sufficient to block CAR1 expression and multi-cell development (Fig. 2g).

We also show that glucose or only select essential amino acids are individually able to re-activate mTORC1 or de-activate pAMPKα in starved *Dictyostelium*, where mTORC1 had been de-activated and pAMPKα induced (Additional file 3: Table S1). In addition, since glucose-supplemented DB inhibits mTORC1 inactivation and blocks induction of developmental gene *CAR1* (Fig. 2g), we hypothesized that rapamycin treatment might rescue the development of these glucose-treated cells, lacking amino acids and other nutrients. CAR1 is highly expressed in starved (DB) cells (without glucose and regardless of the presence of rapamycin), but the addition of glucose to DB significantly suppressed CAR1 expression (Fig. 2h). However, rapamycin treatment of DB cells supplemented with glucose was sufficient to induce CAR1 expression (Fig. 2h).

These nutrient level effects are further emphasized when morphological development is visualized. Cells starved in DB undergo cell-cell signaling and chemotaxis, seen as streams of aggregating cells (Fig. 2i). But, the addition of glucose to the developmental media (DB) blocks multi-cell, developmental aggregate formation; cell-cell communication and chemotaxis are inhibited. The inhibitory effect of 80 mM glucose on the initiation of development was fully reversed upon treatment with rapamycin. However, increasing glucose levels beyond that in standard media antagonized the action of rapamycin and prevented development (Fig. 2i). These data emphasize the balance between nutrient levels and rapamycin inhibition of mTORC1 in control of development and suggest that we might define nutrient conditions that support rapid growth, but which remain sensitive for rapamycin-induced development via inhibition of mTORC1 and activation of AMPK.

We next studied the effects of rapamycin on the development of adhered cells in varying concentrations of nutrient media lacking glucose (Glc^[-]^ Media). Although cells were grown in full-strength, glucose-free (Glc^[-]^) media are unable to develop in the absence or presence of rapamycin; dilution of Glc^[-]^ media to 50% permitted rapamycin-induced development (Fig. 3a). We also show that while multi-cell formation is not supported in 50% Glc^[-]^ media (Fig. 3b), the developmental aggregation will occur with rapamycin treatment of 50% Glc^[-]^ media (Fig. 3b).

**Fig. 3:**
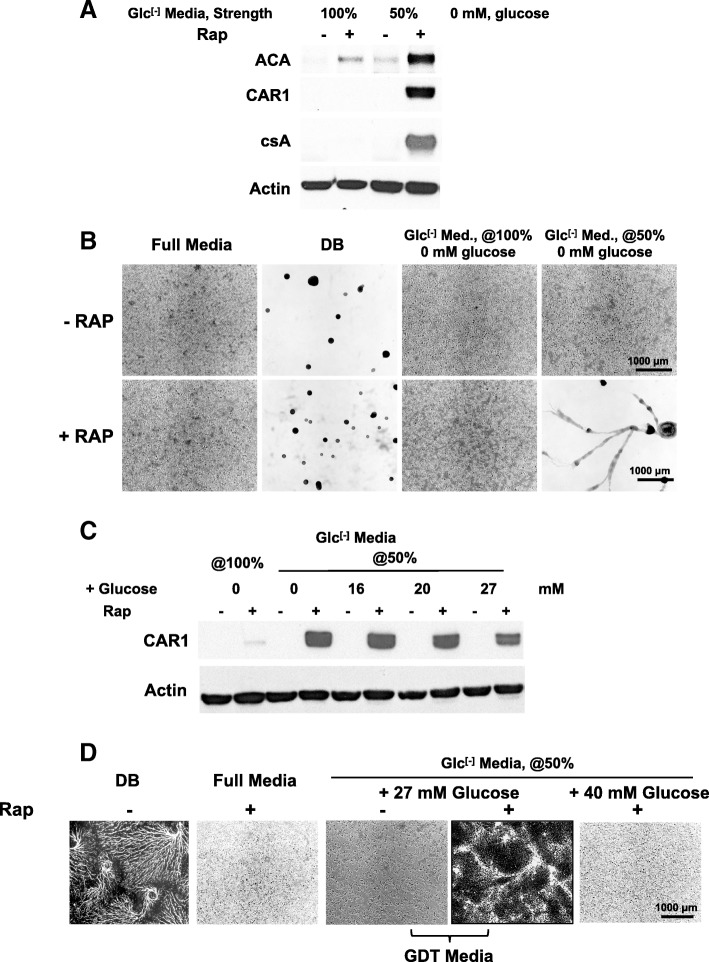
Identification of media for rapid growth but permissive to rapamycin-induced development. **a** Log-phase cells in full growth media were adhered to cell well plates in Glc^[-]^ media at 100% or 50% strength; after 2 h, fresh media were replaced with and without rapamycin. After 10 h, were analyzed by immunoblotting. Immunoblots are representative of three independent experiments. **b** Log-phase cells in full growth media were adhered to cell well plates in full media. After 2 h, media were replaced with fresh full media, DB, Glc^[-]^ media at 100%, or Glc^[-]^ media at 50%, with and without rapamycin. After 10 h, were visualized for developmental aggregation. **c** Log-phase cells in full growth media were adhered to cell well plates in Glc^[-]^media at 100% or 50% strength, with varying concentrations of glucose. After 2 h, media were replaced with and without rapamycin. After 10 h, samples were analyzed by immunoblotting. Immunoblots are representative of three independent experiments. **d** Log-phase cells in full growth media were adhered to cell well plates in full media. After 2 h, media were replaced with fresh full media, DB, Glc^[-]^ media at 50%, with glucose as indicated, and with or without rapamycin as indicated. Developmental aggregation was visualized. GDT media is defined as 50% Glc^[-]^ Media + 27 mM glucose

Since 50% Glc^[-]^ media does not support high growth rates (doubling time > 25 h), we titrated glucose into 50% strength Glc^[-]^ media to identify conditions that are maximized for growth but still permissive to rapamycin-induced development. Addition of glucose at 27 mM to 50% Glc^[-]^ media strongly supported cell growth with doubling times of ~ 13 h, ~ 80% the rate of cells grown in complete media (see Fig. 2a). Strikingly, these rapidly growing cells also entered a normal developmental cycle upon treatment with rapamycin; we observed rapamycin-induced CAR1 expression in 50% Glc^[-]^ media supplemented with glucose to 27 mM (Fig. 3c) and multi-cellular development (Fig. 3d). Increasing glucose by only 13 mM, to 40 mM, was sufficient to antagonize the effects of rapamycin on development (Fig. 3d). These data define specific media conditions [i.e., GDT media (50% Glc^[-]^ media + 27 mM glucose)] that support rapid cell growth, but where inhibition/activation of mTORC1/AMPK is sufficient to shift the cell state from the growth phase to development, countering the inhibitory effects of an external nutrient and energy supply.

### Rapamycin induces a growth-to-development transition in rapidly growing cells involving the YakA/PKA/ACA/CAR1 pathway

*Dictyostelium* development is dependent upon an oscillating signal relay system for cAMP synthesis, secretion, degradation, and response. Previous studies had demonstrated roles of YakA, PKA, and ERK2 protein kinases in establishing cAMP signaling [35, 36, 40–42]. Starvation-activated YakA is suggested to upregulate the expression of PKA subunits, which in turn induces expression of adenylyl cyclase A, the primary enzyme for cAMP production during early development [38]. Activated ERK2 suppresses the activity of the cAMP-degrading RegA phosphodiesterase. Thus, YakA, PKA, ACA, ERK2, and others are essential to promote GDT and drive early *Dictyostelium* development, through modulation of the cAMP signal/response pathway.

Expression of PKA subunits increases very early following starvation in DB (e.g., Fig. 4a), followed by PKA-dependent induction of development markers ACA, CAR1, and csA (Fig. 4a). Activation kinetics for pERK1/pERK2, ACA, and CAR1 follow PKA expression and regulate synthesis/accumulation of and response to secreted extracellular cAMP during multi-cell formation (Fig. 4a).

**Fig. 4:**
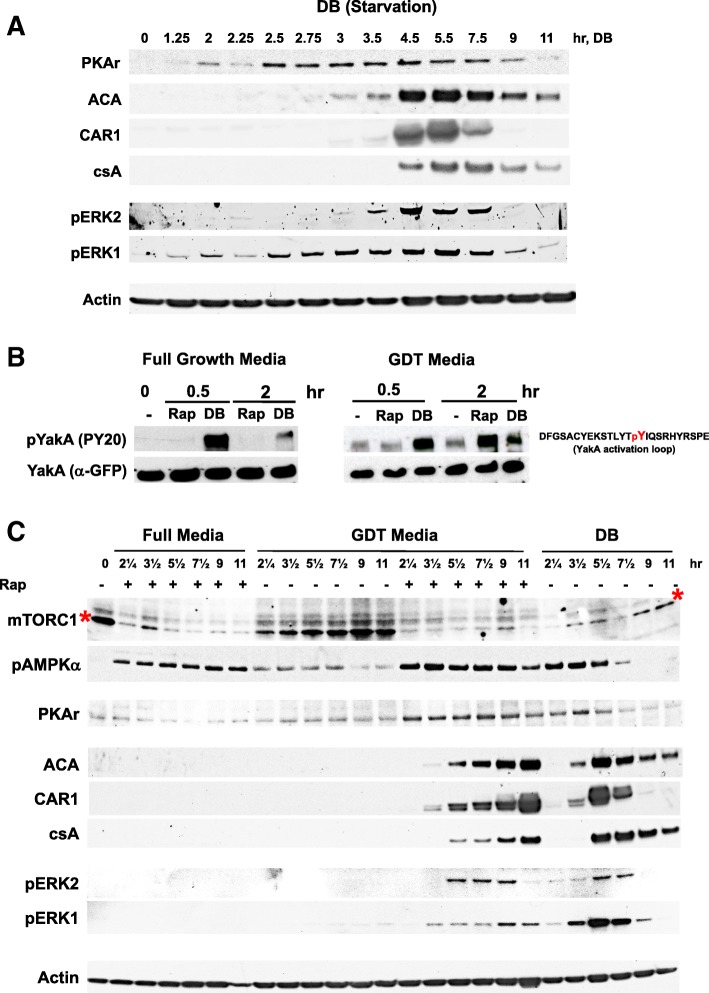
Comparative expression parameters for rapamycin-induced development. **a** Log-phase cells in full growth media were adhered to cell well plates; after 2 h, fresh media were replaced with DB, and samples were analyzed by immunoblotting. Immunoblots are representative of three independent experiments. **b** YakA^−^/YakA-GFP^OE^ cells in full growth media were adhered to a 6-well plate and in full media (left panel) or GDT media (right panel). Left panel—after 2 h, full media were replaced with fresh full media with or without rapamycin or with DB. Right panel—after 2 h, GDT media were replaced with fresh GDT media with or without rapamycin or with DB. Cell lysates were prepared at times indicated. Phosphorylation status of YakA was monitored by immunoblotting with α-GFP and PY20 to GFP-YakA. Immunoblots are representative of three independent experiments. **c** Log-phase cells in full growth media were adhered to cell well plates, in full media or GDT media. After 2h, full media were replaced with fresh media, and GDT media replaced with either fresh GDT media or with DB, all with or without rapamycin as indicated. Samples were taken for immunoblotting for protein gene expression as indicated. Immunoblots shown are representative of three independent experiments

A genetic and biochemical pathway linking these has been suggested. PufA is a translational repressor of PKA [35]. YakA suppresses the action of PufA, relieving PKA from inhibition. In turn, PKA is required to activate ACA expression. Accordingly, we show by RNA-seq (see below) that general patterns for upregulated YakA/PKA/ACA/CAR1 expression by starvation are mimicked in GDT media cells treated with rapamycin (Additional file 4: Table S2). 

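The genes of Table S2 are compared here at 2 h. RNA had been sequenced from 3 replicate cultures in GDT media, 3 treated with 500 nM rapamycin in GDT media and 3 starved in DB. The authors deposited the number of reads on each gene, and these are given here as normalized counts (CPM), which are scaled to the size of each library. yakA (DDB_G0283605) had 92.2 ± 10.8 CPM (SD, n = 3) in control cells, 171 ± 32.2 CPM (SD, n = 3) in starved cells and 146 ± 49.1 CPM (SD, n = 3) in rapamycin-treated cells. Its log2 fold change against the control was 0.89 with starvation (SE 0.27, adjusted p = 0.00838 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With rapamycin it was 0.66 (SE 0.27, adjusted p = 0.0757 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in 0 of the 3 fits that each left out 1 replicate did this change pass the adjusted p threshold of 0.1. pkaC (DDB_G0283907), which encodes the catalytic subunit of PKA, had a log2 fold change of 1.42 with starvation (SE 0.42, adjusted p = 0.0064 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The value with rapamycin was 1.16 (SE 0.42, adjusted p = 0.0419 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), past the threshold in 1 of the 3 fits with a replicate left out. pkaR (DDB_G0279413), the gene of the regulatory subunit, rose by 2.79 on the log2 scale with starvation (SE 0.31, adjusted p = 2.31e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 1.90 with rapamycin (SE 0.30, adjusted p = 0.000155). For acaA (DDB_G0281545), which encodes ACA, the corresponding values were 2.84 (SE 0.42, adjusted p = 6.88e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.09 (SE 0.41, adjusted p = 0.000887).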

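The CAR1 gene is present in 2 copies on chromosome 2, which the files list as carA-1 (DDB_G0273397, 2964374 to 2965695) and carA-2 (DDB_G0273533, 3066091 to 3067412), both with an exon length of 1179 bases. Reads from either copy can be assigned to the other or left uncounted, so the values of both are uncertain. carA-1 rose by 3.45 on the log2 scale with starvation (SE 0.48, adjusted p = 3.09e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 2.35 with rapamycin (SE 0.46, adjusted p = 0.000886). carA-2 had a log2 fold change of 2.09 with starvation (SE 1.18, adjusted p = 0.138 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.32 with rapamycin (SE 1.22, adjusted p = 0.884). In the model with the replicate block, its change with starvation was 2.48 and passed the threshold (adjusted p = 0.0991 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In each of yakA, pkaC, pkaR, acaA and carA-1, every starved and every rapamycin-treated culture had a higher normalized count than every control culture (exact permutation test, two-sided, p = 0.1, the smallest p that 3 cultures against 3 allow). pufA (DDB_G0279735) changed by -1.16 with starvation (SE 0.32, adjusted p = 0.0034 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by -0.30 with rapamycin (SE 0.31, adjusted p = 0.506). In the direct comparison of starved with rapamycin-treated cells, pkaR differed by 0.89 (SE 0.29, adjusted p = 0.0329 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), carA-1 by 1.11 (SE 0.44, adjusted p = 0.0751) and pufA by -0.86 (SE 0.31, adjusted p = 0.0549). The differences in yakA, pkaC and acaA had adjusted p-values of 0.588, 0.703 and 0.188 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.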

None of the genes shows altered expression upon treatment of full media with rapamycin.

YakA appears critical for the GDT expression shift [36]. YakA is a member of the DYRK (dual-specificity tyrosine phosphorylation-regulated kinase) family, where activation is reflected by levels of a tyrosine phosphorylation within the kinase activation loop (see Fig. 4b). In an exploratory phospho-proteome analysis using MS/MS of *Dictyostelium* subjected to starvation (unpublished data), we observed a > 1.5-fold phospho-YakA peptide STLYTpYIQSR abundance ratio increase within 15 min after starvation (Additional file 5: Figure S3). To quantify pYakA activation further, we expressed YakA-GFP in cells lacking YakA and monitored YakA tyrosine phosphorylation by immunoblot assay during growth, in response to starvation and in response to rapamycin in full growth media or GDT media. We consistently observed that cells in the growth phase (i.e., in full growth medium, in full growth medium + rapamycin, or in GDT medium without rapamycin) have very low levels of pTyr YakA-GFP. However, developmental induction through starvation or rapamycin-treated GDT medium elicited strong pTyr YakA-GFP, consistent with pYakA activation response for GDT (Fig. 4b). pYakA peak activation response to DB starvation is rapid, before diminishing, with the rapamycin-induction response delayed 1–2 h in comparison (see below).

We wished to more fully compare early developmental timing events for mTORC1/AMPK activities and developmental marker expression among various culture treatments. We observed inactivation of mTORC1 and activation of AMPKα in DB and rapamycin-treated full media or GDT media, but not in control, untreated GDT media (Fig. 4c). Although cells in rapamycin-treated full media show opposite regulations of mTORC1/AMPK compared to growing cells in GDT media, they were unable to elicit developmental gene induction. However, using GDT media, with only a slight reduction in nutrient/energy supply compared to full nutrient media, rapamycin was able to fully induce and replicate early developmental events for regulation of PKA, ACA, CAR1, csA, ERK1, and ERK2, as defined by starvation with DB (Fig. 4c). Under both conditions, the aggregation genes were similarly upregulated.

### Uncovering early regulated pathways for GDT

Nutrient withdrawal induces development and, within 2 h, the up- and downregulation of > 7000 of genes ([43, 44]; Fig. 5a, Additional file 6: Table S3), > 50% of the entire *Dictyostelium* transcriptome. We reasoned that only a limited set of these genes may be connected directly to developmental dependency and that others may involve cellular response to the stress of nutrient removal. Using RNA-seq technology, we compared gene expression sets that change during development upon transfer from growth in GDT medium to DB with gene expression sets that change during development upon rapamycin treatment of cells growing in GDT media. 

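RNA was sequenced from growing control cells in GDT media at 0 min, 30 min, 2 h and 5 h, from cells treated with rapamycin in GDT media for 30 min, 2 h and 5 h, and from cells starved in DB for the same times. These are 10 conditions with 3 replicate cultures each. The authors trimmed the reads, aligned them to the genome and counted those that fell on the exons of each gene in the reverse orientation, and the deposited files hold these raw counts for 13729 genes in each of the 30 libraries. Between 5704238 and 31768065 reads per library were counted on genes, with a median of 16561779 in control, 14856800 in rapamycin and 13426360 in starvation libraries. The smallest library was 1 of the 3 of rapamycin at 2 h, and the other 2 of that condition held 14162539 and 15414360 counts. Counts were normalized with edgeR's TMM method, and genes with too few counts for a test were removed with its filterByExpr function, which left 10492 genes. A single model with 1 coefficient per condition was fitted to all libraries, leaving 20 residual degrees of freedom. Each treatment was compared with the control of the same time, and a gene was called induced or suppressed when its adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was under 0.1, the q value that the paper uses. On principal component analysis of the normalized counts, the first component held 63.5% of the variance and the second 12.8%. The libraries with the same replicate number deviated together from the means of their conditions (mean correlation across genes 0.141 over 135 pairs of libraries of different conditions). The mean for different numbers (-0.0705 over 270 pairs) follows from this value, since the 3 deviations of each condition add up to 0. Results of the same model with the replicate number as a block are therefore given beside those without it, where for example the number of genes regulated by starvation at 30 min was 2559 with the block.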

We applied lfcShrink to estimate the log-fold change values and considered significant expression differences with *q* values < 0.1. 

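With DESeq2 on all genes, the number of genes with an adjusted p under 0.1 was 2635 for starvation at 30 min, 6661 at 2 h and 8238 at 5 h. For rapamycin these numbers were 442, 4063 and 6673. The shrunken log2 fold change of acaA at 2 h, from lfcShrink, was 2.80 with starvation and 2.04 with rapamycin.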

We, thus, identified developmental gene changes, unrelated to nutrient withdrawal and starvation-associated stress. We note that only minimal differences in gene expression patterns are seen in full media control cells, treated with rapamycin (Additional file 6: Table S3).

**Fig. 5:**
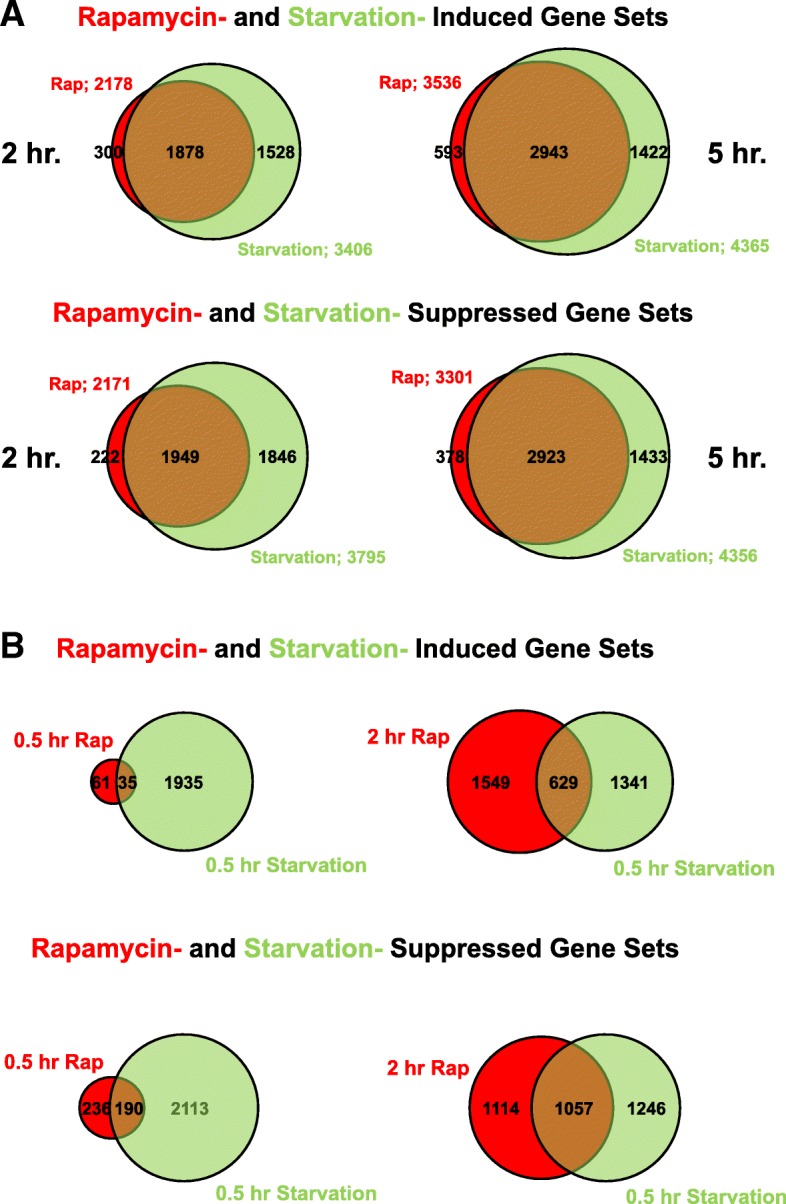
Comparative global gene expression changes by starvation and rapamycin-treated GDT media. Log-phase cells were adhered to cell well plates in GDT media. After 2 h, GDT media were replaced with DB or fresh GDT media with or without rapamycin. Cell samples were taken from controls and from the DB and rapamycin cells at varying times for RNA-seq. RNA-seq was in 3 replicates and up- and down-expressions determined as all significant differences (*q* < 0.1) comparing control values to developed values for DB or rapamycin cells after 30 min, 2 h, or 5 h. **a** Venn diagrams of induced/suppressed genes from starved or rapamycin-treated cells at times indicated, with total and overlapping gene numbers indicated and displayed proportionally. **b** Venn diagrams of induced/suppressed genes between 0.5 h of starvation and 0.5 or 2 h of rapamycin treatment, respectively, with total and overlapping gene numbers indicated, and displayed proportionally. Genes that overlap between 2 h of rapamycin treatment and 0.5 h of starvation are predicted to define classes of early regulated genes that are essential for growth-to-development transition (GDT), whereas gene classes regulated by starvation that do not overlap with rapamycin-treated cells are predicted to define non-essential classes (see Fig. 6)

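Starvation for 30 min changed 2290 genes, of which 1144 were induced and 1146 suppressed. At 2 h, 3096 genes were induced and 3320 suppressed, together 61.2% of the genes tested and 46.7% of all genes in the files. By 5 h, 3955 genes were induced and 3941 suppressed, together 75.3% of the genes tested. With the replicate number as a block, 6569 genes changed at 2 h and 7950 at 5 h, and the mean correlation between the deviations of same-numbered starvation and control libraries was 0.171 at 2 h and 0.0688 at 5 h. The number of genes changed at 30 min depended most on the libraries used. It was 465 without replicate 2 and 5225 in a fit to only the 6 libraries compared. A log2 fold change of at least 1 in either direction was found, among the genes past the threshold, in 1439 genes at 30 min, 4416 at 2 h and 5974 at 5 h. Genes were ranked among those with a mean of at least 10 CPM and all treated libraries on the same side of all controls. The largest rise at 2 h was that of DDB_G0271876 on chromosome 2 (967334 to 968952), with 37.1 ± 21.5 CPM (SD, n = 3) in starved and 0.235 ± 0.262 CPM (SD, n = 3) in control cells, and a log2 fold change of 7.31 (SE 1.10, adjusted p = 7.77e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DDB_G0272294 followed with 7.23. The largest fall was that of DDB_G0270636 on chromosome 1 (3534092 to 3537641), with 0.614 ± 0.484 CPM (SD, n = 3) in starved and 87.7 ± 17.9 CPM (SD, n = 3) in control cells, and a log2 fold change of -7.16 (SE 0.85, adjusted p = 4.66e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), followed by DDB_G0269410 with -6.57.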

As seen, ~ 3400 genes are induced and ~ 3800 genes suppressed at 2 h of starvation (Fig. 5a); these numbers increase to ~ 4500 in each group by 5 h. However, while nearly every rapamycin-induced or rapamycin-suppressed gene is similarly grouped with the corresponding starved gene class (Fig. 5a), the total number of rapamycin-regulated genes is strikingly fewer, by ~ 3000 at either 2 or 5 h (Fig. 5a; Additional file 6: Table S3).

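Rapamycin changed 3730 genes at 2 h, of which 1847 were induced and 1883 suppressed, and 6502 genes at 5 h, of which 3329 were induced and 3173 suppressed. With the replicate number as a block, the totals were 4048 and 6654 genes, and same-numbered rapamycin and control libraries deviated together with a mean correlation of 0.321 at 2 h and 0.174 at 5 h. At 2 h, 1684 of the induced genes were also induced by starvation (91.2%, 95% Wilson confidence interval 89.8 to 92.4%), and 1715 of the suppressed genes were also suppressed by starvation (91.1%, 89.7 to 92.3%). The block model gave 1766 and 1920 shared genes at 2 h. At 5 h, the shared genes were 2863 (86.0%, 84.8 to 87.1%) and 2775 (87.5%, 86.3 to 88.6%). The intervals treat genes as independent and cover counting error only. Of the rapamycin-regulated genes at 2 h, 98.2% of the induced and 97.4% of the suppressed genes changed in the same direction with starvation, past the threshold or not. The number of shared genes at 2 h moved most without replicate 2, to 483 for induced and 231 for suppressed genes. Replicates 1 and 3, which then remain, were the least alike rapamycin cultures of 2 h. Their correlation across genes was 0.956, against 0.989 for replicates 1 and 2 and 0.974 for replicates 2 and 3. The fall therefore need not mean that replicate 2 carried the shared response. Genes were ranked among those with a mean of at least 10 CPM and all treated libraries on the same side of all controls. The largest rise with rapamycin at 2 h was that of DDB_G0274265 on chromosome 2 (4139227 to 4141170), with 57.8 ± 72.1 CPM (SD, n = 3) against 0.675 ± 0.782 CPM (SD, n = 3) in control cells, and a log2 fold change of 6.39 (SE 1.50, adjusted p = 0.00348 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DDB_G0288235 followed with 5.73, and the largest falls were those of DDB_G0286885 with -3.46 and V4-7 (DDB_G0281823) with -3.40.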

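Across all tested genes, which are not independent replicates, the log2 fold changes with rapamycin at 2 h correlated with those with starvation (Pearson's r 0.857). The slope of the rapamycin on the starvation changes through the origin was 0.542, with 0.417, 0.512 and 0.663 in replicates 1, 2 and 3. At 5 h it was 0.576, with 0.407, 0.521 and 0.698. Fitted the other way and inverted, the slopes were 0.748 at 2 h and 0.726 at 5 h. Treatments of the same time share their control libraries, which raises r even without a shared response. Each library was also placed on a line between the mean control (0) and the mean starved (1) library of 2 h. Rapamycin-treated cells were at 0.55 ± 0.24 (SD, n = 3) at 2 h and 0.76 ± 0.26 (SD, n = 3) at 5 h. Starved cells were at 0.98 ± 0.12 (SD, n = 3) at 2 h and 1.02 ± 0.03 (SD, n = 3) at 5 h. At 2 h, every rapamycin library lay below every starvation library and above every control library. The 2 h libraries themselves define the ends of the line.

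**Figure D1:**
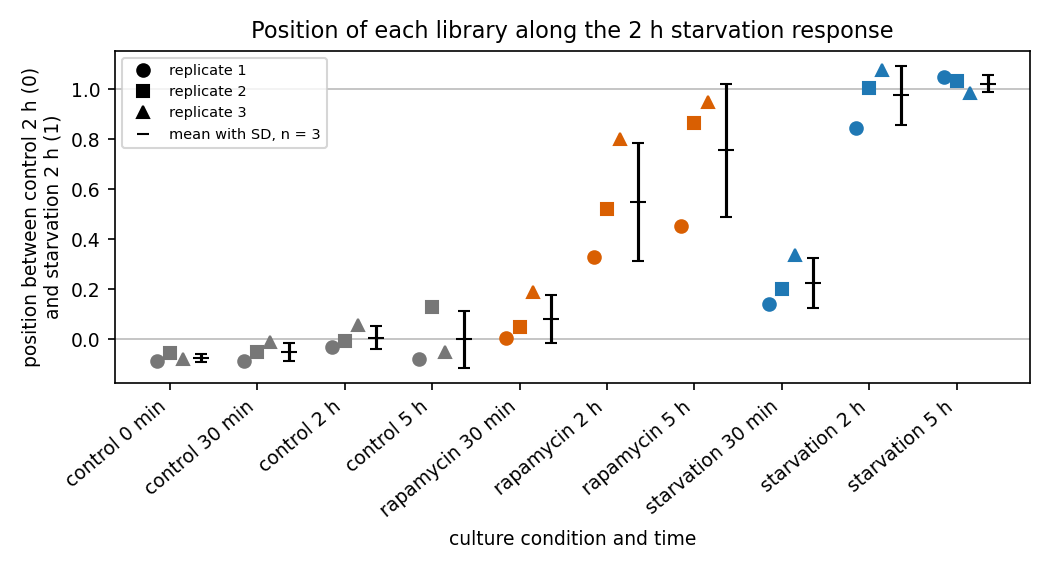
Position of each of the 30 libraries on the line from the control cells of 2 h (0) to the starved cells of 2 h (1). Points are the 3 replicates of each condition and bars give the mean with SD. The rapamycin libraries of 2 h sit between 0.33 and 0.801, in the order of the replicate numbers.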

Although an extended developmental delay for the rapamycin-treated cells could account for the vast differences in gene numbers, this is not the explanation. We considered if there were a significant overlap of late rapamycin and early starvation gene classes, comparing 5 h rapamycin-treated cells and 2 h starved cells. We show that ~ 2500 genes exhibit expression changes with 5 h rapamycin treatment, but not with 2 h rapamycin treatment. However, only ~ 15% of these 2500 later rapamycin-regulated genes are similarly grouped with 2 h starved cells (Additional file 7: Figure S4A), indicating that the 5 h rapamycin cells are temporally more advanced than the 2 h starved cells. Thus, we suggest that, although, rapamycin-induced development may be initially delayed in comparison with DB starvation (see Figs. 1e and 4b), during the 2–5-h developmental period, cells cultured under both rapamycin and starved conditions have initiated signal relay, streaming, and aggregation gene expression. 

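With rapamycin, 3369 genes were regulated at 5 h and not in the same direction at 2 h, 1773 of them induced and 1596 suppressed. At 2 h, 81.4% of the induced and 83.0% of the suppressed genes had a log2 fold change of the same sign as at 5 h. Their median log2 fold change with rapamycin at 2 h was 0.33 for the induced and -0.34 for the suppressed genes, and that of the suppressed genes at 5 h was -1.17. With the replicate number as a block there were 3240 such genes. The change between 2 h and 5 h of rapamycin was not itself tested.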

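Of these later rapamycin-regulated genes, 1445 (42.9%, 95% Wilson confidence interval 41.2 to 44.6%) were regulated in the same direction by starvation at 2 h, and 42.2% in the model with the replicate block. The share was 35.4% without replicate 1, 51.6% without replicate 2 and 53.0% without replicate 3, and 34.9% with the control at 0 min as the reference. The changes with rapamycin at 5 h correlated across genes with those of starvation at 2 h (Pearson's r 0.709) and at 5 h (0.894). Only the pair of 5 h shares its control libraries, which raises its correlation, also within each replicate. In replicate 1 the correlation was higher with starvation at 2 h (0.746) than at 5 h (0.669). The order was the reverse in replicate 2 (0.689 and 0.826) and in replicate 3 (0.697 and 0.93).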

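Between starvation at 2 h and rapamycin at any of the 3 times, 1567 genes were regulated in the starved cells without a change in the same direction past the threshold with rapamycin. The model with the replicate block gave 1509 such genes, and the stricter filter of a mean of 10 CPM gave 960. At 2 h alone, 3017 genes were regulated by starvation and not by rapamycin. In 2656 of these (88.0%, 95% Wilson confidence interval 86.8 to 89.1%) the rapamycin change had the same sign as the starvation change, and in the model with the replicate block the share was 87.4%. The 1412 induced genes had a median log2 fold change of 0.88 with starvation and 0.34 with rapamycin. In the 1605 suppressed genes these medians were -1.20 and -0.37. Since the genes were chosen for passing with starvation and not with rapamycin, the smaller rapamycin medians follow in part from the choice. A direct comparison of starved with rapamycin-treated cells at 2 h found 1353 of the 3017 genes past the threshold, 475 induced (33.6%) and 878 suppressed (54.7%) by starvation. For the remaining genes, a difference between the treatments was not detected at this replication.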

When all times are considered, we suggest that there are > 2500 genes that exhibit expression changes upon 2 h starvation-induced development that is not similarly regulated by rapamycin treatment, indicating that these expression changes are not required to support development.

Conversely, development of 30 min rapamycin cells is delayed compared to 30 min starved cells (see Figs. 1e and 4b), and hence, their expression profiles show limited overlap (Fig. 5b). 

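Rapamycin changed 244 genes at 30 min, of which 29 were induced and 215 suppressed. Of the induced genes, 13 were also induced by starvation at 30 min (44.8%, 95% Wilson confidence interval 28.4 to 62.5%), and of the suppressed genes 66 were also suppressed (30.7%, 24.9 to 37.2%). Past the threshold or not, 86.2% of the induced but 40.9% of the suppressed genes changed in the same direction with starvation. At an unadjusted p under 0.05 in both treatments, the shared genes were 130 and 347. With the replicate number as a block, rapamycin changed 353 genes at 30 min, with 23 induced and 132 suppressed genes shared with starvation. The mean correlation between deviations of same-numbered libraries was 0.379 for rapamycin and control and 0.299 for starvation and control at this time. The numbers at 30 min moved with the libraries included, from 19 rapamycin-regulated genes without replicate 2 to 2356 in a fit to only the 6 libraries compared. Across genes, the changes with the 2 treatments at 30 min had a Pearson's r of 0.424 and a slope of 0.266. Fitted the other way and inverted, the slope was 1.513, so it depends on which treatment is the predictor. Both changes use the same control libraries, which raises r even without a shared response. On the line from control to starved cells of 2 h, the libraries at 30 min were at 0.08 ± 0.09 (SD, n = 3) with rapamycin and 0.23 ± 0.10 (SD, n = 3) with starvation. In replicates 1, 2 and 3 these positions were 0.007, 0.048 and 0.188 with rapamycin and 0.143, 0.202 and 0.338 with starvation.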

While the small group overlap may predict some essential regulatory genes, we wished to expand the analyses of gene sets where developmental dependency is linked to defined expression changes. We chose to compare 2 h rapamycin cells to 30 min starved cells (Fig. 5b). At 30 min starvation and 2 h rapamycin, 629 genes are induced and 1057 genes are suppressed. 

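Starvation at 30 min and rapamycin at 2 h both induced 313 genes, which were 27.4% of the genes induced by starvation and 16.9% of those induced by rapamycin. Both suppressed 712 genes, which were 62.1% of the genes suppressed by starvation and 37.8% of those suppressed by rapamycin. With the replicate number as a block, these overlaps were 351 and 824 genes. The overlap of induced genes was 27 without replicate 2 and 908 with only the 6 libraries compared. Of the 313 induced genes, 306 (97.8%) were also induced by starvation at 2 or 5 h, as were all of the 712 suppressed genes in their direction (100.0%). From the overlap between the early starvation response and the rapamycin response of growing cells, the paper proposes that these genes form the core of the switch from growth to development. It states that the comparison separates developmental gene changes from those of nutrient withdrawal and stress.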

We believe that these genes represent a significant and most essential core for the early growth/development switch. Of the > 2500 genes regulated by starvation at 30 min but not by rapamycin at 2 h (Fig. 5b), ~ 85% group with 2 or 5 h starved cells (Additional file 7: Figure S4B), consistent with their regulations not essential for early developmental foundations.

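There were 1265 genes that starvation regulated at 30 min and rapamycin did not regulate in the same direction at 2 h, and 1384 in the model with the replicate block. Of the 1265 genes, 744 (58.8%, 95% Wilson confidence interval 56.1 to 61.5%) were regulated in the same direction by starvation at 2 or 5 h, and 56.0% with the block. With the control at 0 min as the reference for every time, it was 48.2%. The share was 51.7% for the 831 induced genes and 72.4% for the 434 suppressed genes. At 2 h, 49.2% of the induced and 68.7% of the suppressed genes moved with rapamycin in the same direction as with starvation at 30 min. At 5 h of rapamycin, 29.8% of the induced and 34.1% of the suppressed genes were past the threshold in that direction. A difference between starvation at 30 min and rapamycin at 2 h was not tested, since the times differ.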

### Gene networks and GDT

To first assess our hypothesis that the rapamycin experiments defined a more limited gene set for GDT than by starvation, we compared Gene Ontology annotations among the various groups, induced by rapamycin and starvation, suppressed by rapamycin and starvation, or unaffected by rapamycin (Table 1). First, for all classes, 40–50% of the genes are as yet unclassified, and an additional ~ 20% are involved in metabolic circuits (Additional file 8: Table S4). We thus focus on the non-metabolic, classifiable genes in each class.

**Table 1:**
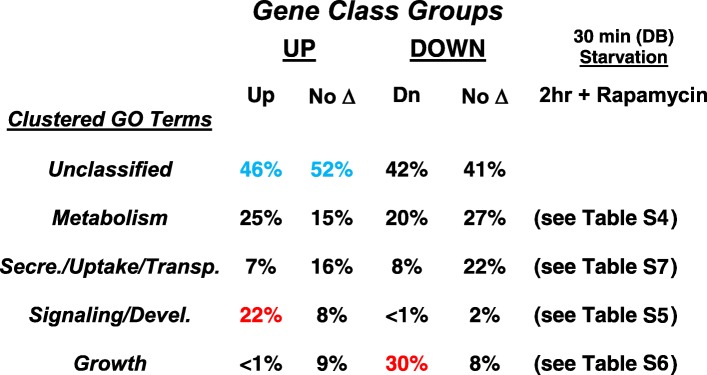
GO clustering of genes that are up- or downregulated at 30 min starvation, in group comparison with 2 h rapamycin treatment

WT cells were grown in GDT media and the culture divided. Rapamycin was added to 500 nM for one part and the other was transferred to DB. The analyses used RNA prepared from the growing cell controls, rapamycin cells at 2 h, and DB cells at 30 min, for RNA-seq. Experiments were conducted with 3 independent replicates. Thirteen thousand seven hundred twenty-nine gene numbers were recognized for each analysis

Genes with significant changes in expression compared to growth were re-grouped between the rapamycin and DB (starved) cultures (see Fig. 5b). Gene sets were analyzed for GO terms. GO terms could be placed into 4 overall clusters. 40 to 50% of the genes in each set could not be classified

Red colors highlight the strong GO cluster bias of rapamycin-induced (up) genes for signaling (see Fig. 6a) and rapamycin-suppressed (down) genes for growth (see Fig. 6b). Blue colors highlight unclassified genes induced by rapamycin or by starvation alone (see Fig. 5b); genes were randomly selected from each class as a basis for gene function in control of developmental induction (see Fig. 7)

A most striking difference is seen comparing genes that are upregulated by rapamycin/starvation to those downregulated by rapamycin/starvation; 41% of the classified, upregulated genes (22% of total) are involved in the signaling paths (Table 1, Additional file 9: Table S5), with connection through an essential signaling network dependent upon CAR1/Gα2/ACA/PKA (Fig. 6a). Conversely, for the downregulated set, 52% (30% of total) are growth related (Table 1, Additional file 10: Table S6), either through cell cycle/DNA replication networks or protein synthesis (Fig. 6b). 

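Among the tested genes, 25 encode DNA replication proteins such as the MCM complex, DNA polymerases and replication factors by their symbols. Of these, 16 (64.0%) were suppressed by both starvation at 30 min and rapamycin at 2 h, against 6.8% of all tested genes (odds ratio 25.0, adjusted p = 2.37e-12 from Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 36 tests). At 2 h, starvation suppressed 22 of the 25 genes and rapamycin 19. The median log2 fold change of the family was -1.43 with starvation at 30 min, -2.56 at 2 h and -1.03 with rapamycin at 2 h. At 5 h it was -0.25 with starvation, which then suppressed 8 and induced 3 of the 25 genes, and -1.08 with rapamycin, which suppressed 18. These medians stayed negative under every scaling tried and against the control at 0 min. Of 26 aminoacyl-tRNA synthetase genes, 2 were in the set suppressed by both (odds ratio 1.15, adjusted p = 0.834 from the same exact test), and with DESeq2 it was 5 of 26 (odds ratio 3.07). At 2 h, starvation suppressed 16 of them (odds ratio 3.47, adjusted p = 0.00505 from the same exact test) and rapamycin 12 (odds ratio 3.94, adjusted p = 0.00207). With a minimum log2 fold change of 1 for the genes, the odds ratio for rapamycin was 0.931.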

Not surprisingly, only a few developed, rapamycin- and starvation-activated genes show GO terms associated with growth.

**Fig. 6:**
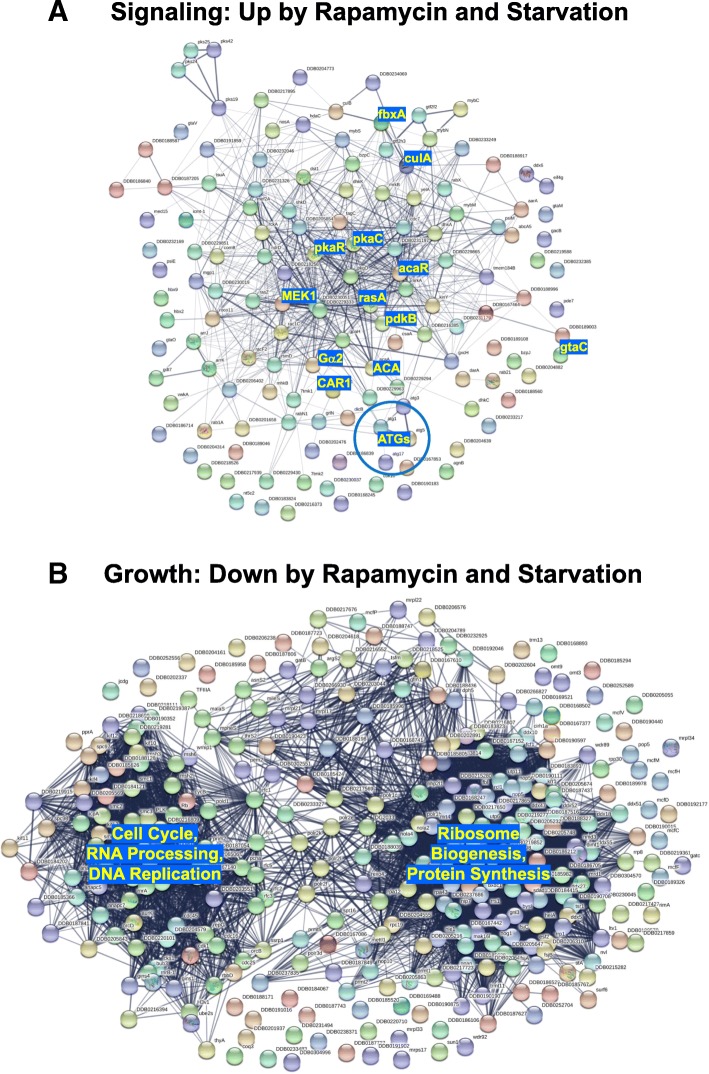
Gene Ontology network analysis of rapamycin/starvation regulation genes. **a** Approximately 135 genes are induced by both rapamycin and starvation with GO terms for developmental signaling. These were grouped for network association [45]. A major known cAMP signaling protein link involving cAMP synthesis (AcaR, ACA), cyclase regulation (PdkB, RasA), PKA (pPKAc, PKAr), cAMP receptor response (CAR1, Gα2), cAMP turnover (FbxA, CulA, MEK1), and TF target (GtaC) is indicated. ATGs group a class of genes involved in autophagy. Many genes are listed with dictyBase [46, 47] DDB0 genes names. These are clustered based upon their individual annotated properties. **b** Approximately 300 genes are suppressed by both rapamycin and starvation with GO terms for growth regulation. These were grouped for network association [45]. Two major clusters are noted, for cell division and protein synthesis

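Of the proteins named in the network, 10 could be matched to a gene by symbol, with MEK1 taken as mekA. CAR1 has 2 gene copies, and csaA, the gene of the marker csA, was added, so that 12 genes were examined. Rapamycin at 2 h induced 11 of these 12 genes past the threshold, and all but carA-2. csaA (DDB_G0289073) rose most, by 4.10 on the log2 scale (SE 0.87, adjusted p = 0.00169 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), followed after carA-1 and acaA by gpaB (DDB_G0276267), the gene of Gα2, with 1.91 (SE 0.37, adjusted p = 0.000896). fbxA (DDB_G0276887) rose by 1.43 (SE 0.19, adjusted p = 3.51e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Starvation at 30 min induced 6 of the 12 genes past the threshold, namely acaA with a log2 fold change of 1.58 (SE 0.40, adjusted p = 0.00842 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), carA-1 with 1.37, carA-2 with 4.19, fbxA with 0.68, culA with 0.53 and gtaC with 0.87. Of the 3 fits that each left out 1 replicate, acaA passed the threshold in 2, carA-1, fbxA and culA in 1, and carA-2 and gtaC in 0. In the model with the replicate block, 5 of the 12 genes passed, without carA-2 (3.90, adjusted p = 0.106 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). carA-2 had 98 counts in 1 starved library and 5 and 10 in the other 2. The reads of the carA copies cannot be told apart with certainty. The changes of pkaC (0.34, SE 0.41, adjusted p = 0.675 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), pkaR (0.08, SE 0.29, adjusted p = 0.912), pdkB (0.41, SE 0.34, adjusted p = 0.487) and mekA (0.14, SE 0.19, adjusted p = 0.711) did not pass the threshold. csaA did not pass either, with 1.40 (SE 0.78, adjusted p = 0.256 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). gpaB had a log2 fold change of 0.85 (SE 0.36, adjusted p = 0.117 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with DESeq2 it passed with 0.84. With starvation at 2 h, pdkB (1.34), mekA (1.25), csaA (4.94) and gpaB (2.62) passed the threshold, as did pkaC and pkaR. With the control at 0 min as the reference, pkaR changed by -0.32 with starvation at 30 min. Of the atg genes, 14 are in the files and 13 were tested. Rapamycin at 2 h induced 7 of them past the threshold, led by atg8 (DDB_G0286191) with a log2 fold change of 0.78 (SE 0.28, adjusted p = 0.0396 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Starvation at 30 min induced 1, atg4-1 (DDB_G0273443, 0.52, SE 0.20, adjusted p = 0.0789 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), whose value is uncertain because a second copy, atg4-2, can share its reads. With all libraries in the model, no atg gene was induced by both, whether past the threshold (0 genes) or at an unadjusted p under 0.05 in both (0 genes). Without the control libraries at 0 min, a fit chosen after seeing the data, atg8 also passed with starvation at 30 min (0.46).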

For the genes not regulated by rapamycin, < 15% (< 10% of total) show a correlation to signaling/development or growth (Table 1), and potential network associations are very limited (Additional file 11: Figure S5A, B). A far greater number of genes in these sets (Table 1) involve pathways for secretion, uptake (e.g., endocytosis, pinocytosis), and intracellular transport and localization (Additional file 12: Table S7).

We conclude that rapamycin-induced development in GDT growth media defines a limited gene set essential for developmental induction. We suggest that a significant fraction of the ~ 300 unclassified genes that are upregulated by both rapamycin and starvation represent novel targets and pathway parts for developmental dependency. Since growth and development are competitive phases, the downregulation of ~ 300 growth-related genes (Table 1) may establish a permissive state for the response to developmental induction.

### Novel genes that regulate development

Regardless of gene set groups, ~ 50% of genes do not have classifiable orthologs in other systems (Table 1). We suggest that rapamycin-induced development, rather than starvation response, would define novel sets for gene mining. To this, we selected starvation-induced genes for mutation targeting from the unclassified list with and without grouping with the rapamycin-induced set. Genes with developmental induction of ~ 3-fold were chosen at random; 10 genes were selected from the starvation alone group (Table 1) and 5 genes from the rapamycin-overlap. 

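The 10 genes chosen from the starvation-alone group had log2 fold changes between 0.26 and 4.15 with starvation at 30 min, with a median of 1.38. Of these, 7 passed the threshold and 8 had an unadjusted p under 0.05. The largest rise was that of DDB_G0290753, from 2.37 ± 0.353 CPM (SD, n = 3) in control to 42.1 ± 6.56 CPM (SD, n = 3) in starved cells (SE of the log2 fold change 0.44, adjusted p = 6.17e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With rapamycin at 2 h, 0 of the 10 genes were induced past the threshold, and 0 at an unadjusted p under 0.05. Their log2 fold changes lay between -1.10 and 0.29, and DDB_G0272965 was suppressed (-0.75, SE 0.28, adjusted p = 0.0531 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 5 genes chosen from the rapamycin overlap had log2 fold changes between 0.27 and 0.90 with starvation at 30 min. DDB_G0292188 passed the threshold (0.90, SE 0.27, adjusted p = 0.0247 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4 of the 5 had an unadjusted p under 0.05. With starvation at 2 h all 5 were induced past the threshold, with log2 fold changes between 0.94 and 1.61. Of the starvation-alone genes, DDB_G0292028, DDB_G0281913, DDB_G0275475, DDB_G0290753 and DDB_G0274245 were induced past it at 2 h and the others were not. With rapamycin at 2 h, 4 of the 5 genes passed the threshold and their median log2 fold change was 0.82. DDB_G0292188 rose by 2.64 (SE 0.29, adjusted p = 1.62e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and DDB_G0281781, which did not pass, by 0.68 (SE 0.33, adjusted p = 0.137). In the model with the replicate block, DDB_G0281781 passed the threshold with starvation at 30 min (0.83, adjusted p = 0.0456 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and with rapamycin at 2 h (0.65, adjusted p = 0.0876), and the starvation-alone gene DDB_G0281231 with starvation at 30 min (0.81, adjusted p = 0.0723). Without each replicate in turn, DDB_G0292188 passed the threshold with rapamycin in all 3 fits, and DDB_G0269670 and DDB_G0280921 in 1 of 3. Under the control at 0 min, 2 of the starvation-alone genes changed sign with rapamycin, DDB_G0275475 to -0.83 and DDB_G0288957 to 0.47.

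**Figure D2:**
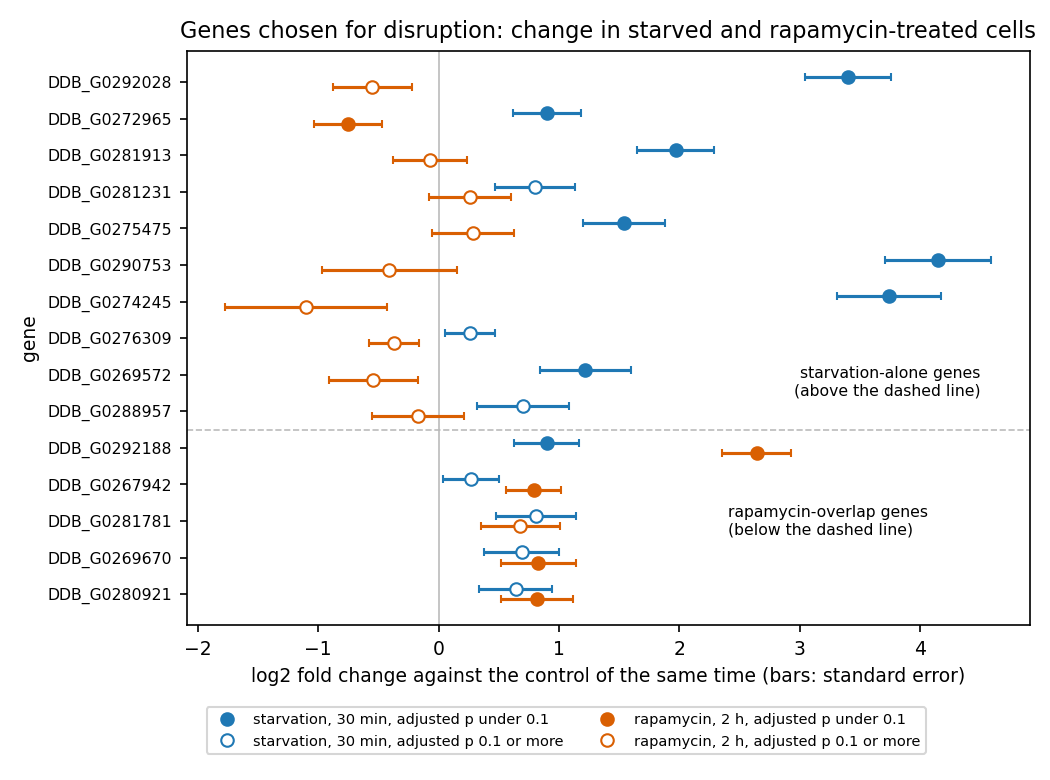
Log2 fold change against the control of the same time, with its standard error, of the 10 starvation-alone and the 5 rapamycin-overlap genes. Filled points passed an adjusted p of 0.1, which 7 of the 10 starvation-alone genes did with starvation at 30 min and 4 of the 5 overlap genes with rapamycin at 2 h.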

Null cells were plated for development and also assayed for expression of developmental marker CAR1.

As seen in Fig. 7a, none of the null mutants from the selected starvation-alone gene set were developmentally compromised; all of them demonstrated multi-cell aggregation and expressed CAR1 to levels similar to that of WT cells. Thus, as hypothesized, we argue that genes that are not induced by rapamycin are less likely to play an essential role for early development. In contrast, development is significantly dependent on genes that are induced by rapamycin (Fig. 7b). None of the null mutant cells from the rapamycin class were able to aggregate but remained as single cells under standard starvation developmental conditions. In addition, expression of CAR1 was severely compromised in all 5 null cells. Although none of these 5 developmentally essential genes could be classified with functional homologs in other species, analyses with I-Tasser [48, 49] predicted significant GO and ligand binding functions for each, providing focus for potential developmental pathway linkages (Table 2).

**Fig. 7:**
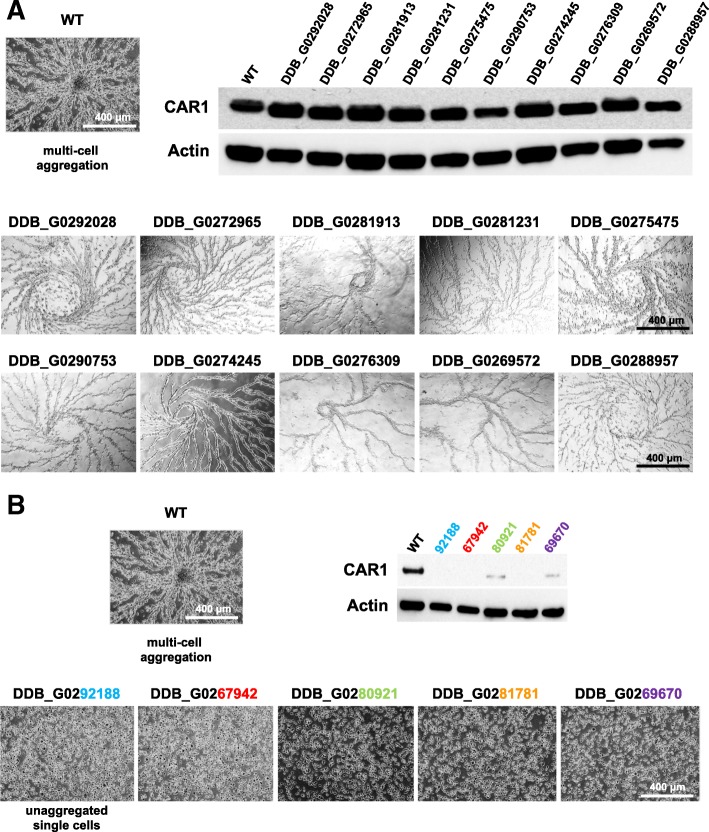
Assay for developmental abnormality to discover novel genes forming essential core for early development. **a** Normal early multi-cell development is observed for null cells from the unclassified starvation-alone induced gene group (see Fig. 5b). Mutant cells were plated and observed for multi-cell aggregation and induction of developmental marker-CAR1 expression after 5 h of starvation under developmental buffer. **b** Mutant cells from the unclassified rapamycin-induced class (see Fig. 5b) were unable to initiate multi-cell formation. Mutant cells were plated for multi-cell aggregation and assayed for induction of developmental marker-CAR1 expression after 5 h of starvation under developmental buffer. All lines remained as single cells and did not induce developmental gene expression

**Table 2:** I-TASSER GO/functional predictions for unclassified, rapamycin-induced genes that regulate development (see Fig. 7b, Table 1)

Gene ID and protein size	Biological function	Molecular function	Cellular component	Ligand binding and homology domains
DDB_G0292188 750 amino acids	GO:0007166 Cell surface receptor signaling pathway	GO:0004888 Transmembrane signaling receptor activity	GO:0016021 Integral component of membrane	Glutamic acid; zinc von Willebrand factor (vWF) type A domain
DDB_G0267942 898 amino acids	GO:0033365 Protein localization to organelle	GO:0005515 Protein binding	GO:0031967 Organelle envelope	Zinc Gram domain
DDB_G0281781 620 amino acids	GO:0016477 Cell migration	GO:0004872 Signaling receptor activity	GO:0005924 Cell-substrate adherens junction	Glucose; calcium (None)
DDB_G0269670 568 amino acids	GO:0007018 Microtubule-based movement	GO:0032559 Adenyl ribonucleotide binding	GO:0030286 Dynein complex	Zinc; magnesium; iron C2 and WW domains
DDB_G0280921 1049 amino acids	GO:0030032 Lamellipodium assembly	GO:0005515 Protein binding	GO:0044424 Intracellular part	Zinc; magnesium; calcium Phox homology domain

Annotated protein sequences [46, 47] of characterized early Rapamycin upregulated genes (see Fig. 7b, Table 1) were analyzed by I-Tasser [48, 49]

Finally, we suggest that an effective parallel would exist for the downregulated gene classes. We anticipate that genes only regulated by starvation would generally not impact growth/development choice. Conversely, the downregulated rapamycin class may be closely coupled to growth. Although we have not yet studied these, many gene deletions may not be viable or may have severe growth defects.

## Discussion

*Dictyostelium* are professional phagocytes that grow in the wild as single cells, using bacteria as a food source. When nutrients are depleted, *Dictyostelium* switch from growth phase to development, leading to multi-cell aggregation. Nutrient depletion causes a rapid (~ 30 min) unloading of polysomes [50], from > 85 to < 40%, and expression changes to > 4000 genes [43, 44], ~ 35% of the entire *Dictyostelium* transcriptome. We wished to identify new gene sets and networks critical to the growth-to-development transition (GDT) and hypothesized that stress of standard nutrient depletion by washing cells into 10 mM phosphate buffer might affect many cellular processes, apart from developmental induction. Since mTORC1 and AMPK are poised at a nexus for nutrient sensing and cellular energy, we reasoned that their activity states might be determinant for *Dictyostelium* GDT.

Although mTORC1 was the central target for initial manipulation by rapamycin, reciprocal cross-talk with AMPK is essential. Indeed, we show that their two activities are inversely related and that each functionally inhibits the other. We suggest that phosphorylation of raptor by activated pAMPKα, as in other systems [10, 11], directly suppresses the activity of mTOR complex 1 in *Dictyostelium*. Activation of AMPK following mTORC1 inhibition is less direct but correlates with elevated AMP/ATP ratios. Metabolome data (unpublished) suggest that reduced glycolytic flux in rapamycin-treated cells may lead to increased AMP/ATP and consequently activated pAMPKα. Following starvation, where reduced amino acids and energy sources respectively suppress mTORC1 and activate AMPK, pathway cross-talk between these kinases stabilizes these activity changes. We propose that rapamycin treatment in GDT media is functionally equivalent to nutrient withdrawal, priming the initial trigger to inhibit mTORC1, which elevates AMP/ATP. pAMPKα is activated, which maintains mTORC1 suppression and promotes developmental cell fate switching, even in the presence of exogenous nutrients. Still, very highly enriched nutrient sources are able to override these subtle interregulations of mTORC1 and AMPK. We, thus, emphasize that cells can respond differently to subtle changes in extracellular nutrient levels and that nutrient stimulation may regulate pathways separate from mTORC1.

Standard axenic growth media for *Dictyostelium* include rich peptone and yeast extract sources, as well as glucose to > 80 mM; most amino acid concentrations are at > 5 mM. While we recognize the extreme physiological differences of mammalian cells and *Dictyostelium*, *Dictyostelium* full growth media has ~ 4–10-fold greater concentrations of glucose and essential amino acids compared to that for mammalian cell culture, and in such highly rich media, rapamycin has only limited effect to suppress the growth of *Dictyostelium*. Since rapamycin does not inhibit mTORC1 phosphorylation of all nutrient-regulated substrates in rich media in other systems [30, 31], we systematically analyzed amino acid and cellular energy effects on mTORC1/AMPK in *Dictyostelium* for growth and developmental response to rapamycin. We then narrowly defined nutrient conditions [e.g., an essential 30% reduction in glucose concentration (Fig. 3d)] that permitted rapid axenic growth, but also sensitivity to rapamycin-induced development.

By extensive comparison of the transcriptomes of starvation-induced cells and rapamycin-treated cells, we propose that global upregulation of < 700 genes, and perhaps < 500, during very early development may mark a defining interactive network for GDT.

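The number of genes induced by both starvation at 30 min and rapamycin at 2 h was 173 with an adjusted p under 0.05, 138 with a minimum log2 fold change of 1, 370 with DESeq2 and 828 with the control at 0 min as the reference for every time. The model with the replicate block gave 351 genes.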

The YakA kinase is an essential activator for PKAc mRNA expression in *Dictyostelium* [35, 36] and an early effector downstream of mTORC1 inhibition. PKA plays a critical role in *Dictyostelium* development [51, 52]. Cells deficient in PKA are unable to induce development, whereas cells with unregulated activated PKA will develop precociously and bypass many developmental arrest mutations [53, 54]; neither *pkaC*-null cells nor *yakA*-null cells are able to develop. We have shown rapid phospho-activation of YakA during both starvation- and rapamycin-induced development, indicating an early mode for mTORC1 regulation of PKA. We suggest that mTORC1 inhibition promotes YakA activation and, thus, PKA transcription. Coordinated with PKA gene activation, we show starvation- and rapamycin-induced upregulation of ~ 135 transcripts, whose encoded proteins form a cAMP-centric signaling network (Fig. 6a), including both early developmental cyclases for cAMP synthesis (AcaR, ACA), the receptor sensor complex (CAR1, Gα2), cAMP turn-over components (MEK1, FbxA, CulA), cyclase regulators (RasA, PdkB), PKA complex members (PkaC and PkaR), and finally the PKA-regulated transcription factor GtaC, which is itself a primary activator of CAR1 and other genes in the network pathway [55]. Since these signaling pathway genes represent ~ 50% of all classified, rapamycin upregulated genes, we speculate that an additional 100–150 genes that are not yet classified to the genetic relationship may also participate in early developmental signaling, and represent new modes for study.

To the converse, genes that are downregulated upon rapamycin treatment form two large (~ 300) gene networks associated with growth processes of cell cycle and protein synthetic machinery (Fig. 6b). This sets a curious analogy to *Saccharomyces*, where the activation of YAK1-related kinase is also connected to the suppression of ribosomal protein gene transcription, via mTORC1 and PKA [56]. 

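Among the tested genes were 80 genes of cytosolic ribosomal proteins. At 2 h, 0 of them were suppressed by starvation and 0 by rapamycin, and 0 had an unadjusted p under 0.05 for a fall with either treatment. Starvation at 2 h induced 5 of them, and rapamycin 0. At 5 h, starvation suppressed 79 and rapamycin 78 of the 80 genes. The median log2 fold change of the family with starvation was 0.46 at 2 h, where it was -0.55 against the control at 0 min, and -3.36 at 5 h. With rapamycin it was -0.18 at 2 h and -1.95 at 5 h. It stayed negative under every scaling tried, and was -1.21 at 2 h against the control at 0 min. In 1 of the 3 control libraries at 0 min, the ribosomal protein genes were themselves higher than in the other 2, with a median log2 ratio of 1.08.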

In both *Saccharomyces* and *Dictyostelium*, inactivated mTORC1 leads to activated YAK1/YakA, which represses ribosomal protein expression. But the actual mechanistic pathways are distinct. In yeast, activated PKA is an upstream repressor of YAK1 [56], whereas in *Dictyostelium*, PKA lies downstream of YakA, in a PKA activation pathway [35, 36]. Following nutrient withdrawal in yeast, YAK1 undergoes cytosol-to-nucleus translocation upon phosphorylation [56]. Although we similarly observe rapid phosphorylation of YakA in *Dictyostelium* with nutrient withdrawal, YakA does not translocate but remains cytosolic (unpublished).

Our data also address the connection of mTORC1 and autophagy in *Dictyostelium* [57]. As nutrients become limiting, excess macromolecules are degraded by autophagic processes to maintain essential cellular functions [58]. Active mTORC1 suppresses autophagy, but rapamycin inhibition of mTORC1 is often sufficient to activate autophagy, even in the presence of nutrients [2]. *Dictyostelium* which have been starved for nutrients will induce autophagy, which targets ribosomal machinery and other components for degradation. This catabolic process is essential to replenish needed precursors for cellular reprogramming, and *Dictyostelium* that are unable to undergo autophagy are blocked in development [59]. Our modified medium conditions support rapamycin-induced development as well as expression of ATG-class genes required for autophagy (Fig. 6a).

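Rapamycin in GDT media induced 7 of the 13 tested atg genes at 2 h, against 17.6% of all tested genes (odds ratio 5.48, adjusted p = 0.0066 from Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment). Starvation induced 8 of the 13 at 2 h, against 29.5% (odds ratio 3.83, adjusted p = 0.0388 from the same exact test). With a minimum log2 fold change of 1 for the genes, the odds ratio for rapamycin was 0.0. The 13 genes had log2 fold changes between -0.08 and 0.78 with rapamycin at 2 h.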

Active/inactive mTORC1 and nutrient balance in control of cell fate determination may be a more widely applied paradigm. In the immune system, this is well described, where the relative activity of mTORC1 can be a determining factor for the differentiation of effector, memory, or regulatory T cells [14, 15, 17] and reflect the cellular metabolic state and perhaps environmental nutrients [14, 16–18].

We have established conditions that alter cell fate, albeit a growth-to-development transition, upon direct manipulation of mTORC1/AMPK activities. This approach obviates the requirement for full media withdrawal and a shift to simple low ionic strength buffer, with an accompanying starvation-associated stress. 

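In a direct comparison of starved with rapamycin-treated cells at 30 min, 1665 genes differed, 985 with a higher and 680 with a lower value in starved cells, and 1876 genes differed in the model with the replicate block. Between 5 h of starvation and 5 h of rapamycin, 5235 genes differed, or 5480 with the block. These numbers depended on the libraries in the fit. A fit to only the 6 libraries compared gave 4419 genes at 30 min and 1395 at 5 h.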

To this, we argue that most of the 4000 gene expression changes observed upon starvation for 30 min (Fig. 6b) are not related to developmental necessity. Many fewer genes related to the signaling pathways are upregulated by starvation alone, as compared with rapamycin induction (Table 1). Likewise, most starvation-specific, downregulated genes are not coupled to paths for cell growth.

We, thus, argue that perhaps < 500 genes that are upregulated within the first 30 min of starvation-induced development play a critical developmental signaling role. Although many of these are known and studied, we have identified whole new gene sets that have no known metazoan homolog but may integrate essential novel signaling motifs. To support this directly, we show that 5 randomly selected genes from the unclassified, rapamycin-induced set had a perfect correlation to developmental dependency, whereas none from the starvation-induced set impacted development in a significant manner.

## Conclusions

This study indicates that rapamycin-targeted inactivation of mTORC1 with reciprocal activation of AMPK, in the absence of nutrient withdrawal, is sufficient to effect a growth-to-developmental fate switch to induce multi-cell development of *Dictyostelium*. Using an RNA-sequencing approach, we identified mTORC1/AMPK-regulated transcriptional networks and associated signaling pathways that are essential for early developmental induction but are regulated independently of nutrient withdrawal. We then investigated genes with unclassifiable GO and ortholog terminologies and showed that the rapamycin-induced expression group can be applied for novel gene discovery in pathways essential for early developmental induction.

## Materials and methods

### Cell culture and cell lines

*Dictyostelium* AX3 strain [46, 47], *rheb*^−^ KO, *tsc2*^−^ KO, *fkbp*12^−^ KO, *lst8*^−^ KO, *RAPT*^OE^, and *YakA*^−^/YakA^−GFP^ cells were grown axenically in HL5 medium with glucose (ForMedium #HLG0102) containing 100 μg/ml of ampicillin and 100 μg/ml streptomycin, at 22 °C in suspension culture, shaking at ~ 180 rpm, to a density of 1–1.5 × 10^6^ cells/ml. *YakA*^−^/YakA^−GFP^ cells [46, 47] were grown under selection in 5 μg/ml blasticidin (Invivogen # ant-bl) and 50 μg/ml G418 (Gold Biotechnology # G-418-5). *rheb*^−^ KO, *tsc2*^−^ KO, *fkbp*12^−^ KO, and *lst8*^−^ KO [24] cells were maintained under selection in 5 μg/ml blasticidin, as were mutants in DDB_G0292028 (GWDI_354_B_11), DDB_G0272965 (GWDI_188_C_7), DDB_G0281913 (GWDI_48_H_4), DDB_G0281231 (GWDI_421_G_11), DDB_G0275475 (GWDI_424_H_7), DDB_G0290753 (GWDI_188_B_8), DDB_G0274245 (GWDI_424_B_9), DDB_G0276309 (GWDI_423_E_8), DDB_G0269572 (GWDI_165_C_11), DDB_G0288957 (GWDI_526_D_1), DDB_G0292188 (GWDI_526_A2), DDB_G0280921 (GWDI_491_A4), DDB_G0269670 (GWDI_189_C8), DDB_G0267942 (GWDI_483_D2), and DDB_G0281781 (GWDI_477_H6) [46, 47].

Rapamycin (Sigma-Aldrich # 37094) was used at 500 nM, as previously established [24, 26]. pAICAR (phospho 5-aminoimidazole-4-carboxamide ribonucleotide; Sigma-Aldrich # A1393) was used at 1 mM, based on previous dose studies [37] and optimization for pAMPK activation. Eighty millimolar 2-deoxy-d-glucose (2-DG; Sigma-Aldrich # D6134), at 1:1 with media glucose, was sufficient to rapidly (in < 10 min) reduce cellular levels of ATP to 0.1× and, thus, activate AMPK. Similar pAMPK activation was seen to 320 mM 2-DG, whereas no pAMPK activation was detected at 40 mM 2-DG in the presence of 80 mM glucose. Dorsomorphin (TOCRIS # 3093) was used at 40 μM. Forty micromolar dorsomorphin did not alter growth rate over 48 h, whereas 120 μM dorsomorphin caused lethality overnight.

### Cell growth rates assay

To measure the cell growth rates, we diluted cells from log-phase growth (1–1.5 × 10^6^ cells/ml) into the fresh growth media at 0.1 × 10^6^ cells/ml and incubated at 22 °C with constant shaking at ~ 180 rpm. Cell growth was monitored by counting cells using a cell counter machine [Cellometer Vision-Nexcelom Bioscience] at regular time intervals over several days. Cell growth assays were performed in triplicate sets in each independent experiment (*N* = 3).

### Immunoblotting

For immunoblotting, whole cell lysates were prepared in Laemmli lysis buffer (Bio-Rad # 161-0747) containing 2.5% of β-mercaptoethanol and boiled for 10 min at 95 °C. Phosphorylation status of S6K, 4EBP1, AMPKα, and ERK1/2 proteins was monitored in whole cell lysates by immunoblotting following gel electrophoresis (Bio-Rad, 4–20% gradients Tris-glycine gels), with antibodies against human pSGK1^S422^ for S6K (at a dilution of 1:1000; Abcam # ab55281), p4EBP1^T70^ (1:500; Cell Signaling # 9455), pAMPKα^T172^ (1:2000; Cell Signaling # 2535), and pERK^T202/Y204^ (1:1000; Cell Signaling # 9101) [24, 60]. For 4EBP1 proteins, gels were transferred onto 0.2-μm PVDF membranes, followed by blocking with non-fat dry milk (Thermo-Scientific # 37530) for 1 h at room temperature. YakA phosphorylation was studied in YakA^−^/YakA^−GFP^ cell lysates, using antibodies against GFP (Cell Signaling # 2956) and phosphoTyrosine (pY) residue (BD Transduction laboratories # PY20).

Expression levels of pS6K, p4EBP1, and pY were detected using the Femto level ECL substrate (Thermo-Scientific # 34096). The cellular development kinetics was monitored by immunoblotting with antibodies against *Dictyostelium* PKAr (DSHB # 112-315-26), csA (DSHB # 12-120-94/6), ACA (at a dilution of 1:5000 dilution [61]), CAR1 (at a dilution of 1:5000; [62]), and actin proteins (Santa Cruz Biotechnology; Sc-1616 HRP). For CAR1 proteins, cells after lysis with Laemmli lysis buffer containing 2.5% of β-mercaptoethanol were not followed with boiling step.

### Quantification of AMP and ATP levels

To quantify the AMP and ATP content in cells, we lysed 1 × 10^7^ pelleted cells by freeze-thaw in liquid nitrogen and subsequent shift to − 80 °C for overnight. Lysed cell pellets were re-suspended in 50 μl of water, centrifuged at 10,000 rpm for 10 min at 4 °C, and supernatants assayed. AMP levels were measured by luminescence detection using the AMP-Glo assay kit (Promega # V5011), following the manufacturer’s instructions. Ten microliters of supernatant was mixed with 10.0 μl of AMP-glow reagent-I for 1 min and incubated at 22 °C for 1 h. Twenty microliters of AMP detection solution was added, mixed, incubated at 22 °C for 1 h, and luminescence measured as described. ATP levels were measured using the ATPlite luminescence assay system (PerkinElmer # 6016943), following the manufacturer’s instructions. Ten microliters of supernatant was mixed with 10.0 μl of ATPlite substrate solution in the dark for 10 min and luminescence measured. We normalized the AMP and ATP levels with protein concentrations in each sample. Two microliters of supernatant was mixed with 100 μl of Bradford protein assay reagent (Bio-Rad # 5000201), incubated for 15 min, and concentration measured by absorbance at 595 nm.

### Quantitative phospho-proteome analysis by mass spectrometry

Samples for phospho-proteome analysis were compared from cells in growth media or following 15 min starvation in DB. To prepare the samples, cells were lysed in RIPA buffer (ThermoFisher # 89900) containing Phosphatase Inhibitor Cocktail (PhosSTOP at 1×; Roche # 04906837001) and Protease Inhibitor Cocktail (at 1×; Roche # 04639159001), followed by immediate freezing in liquid nitrogen. Samples were labeled with TMT, phosphopeptide-enriched using TiO2, and processed by MyOmicsDx, Inc. (Towson, MD) for mass spectrometry analyses.

### *Dictyostelium* development

To examine *Dictyostelium* multi-cellular development in starvation condition, log-phase growth cells (1–1.5 × 10^6^ cells/ml) were adhered in 6-well plates (3.5 × 10^6^ cells/well or 0.4 × 10^6^ cells/cm^2^), replenished with fresh full growth media or GDT growth media and incubated for 2 h. Cells were then washed twice with developmental buffer (DB; 5 mM Na_2_HPO_4_, 5 mM NaH_2_PO_4_, 0.2 mM CaCl_2_, 2 mM MgCl_2_, adjust to pH 6.6) and then replenished with 2.0 ml of DB. Developmental progress was then monitored at regular intervals.

To examine the growth-to-development transition induced by rapamycin without nutrient withdrawal, cells adhered in 6-well plates were washed twice with GDT growth media, replenished with 2 ml of GDT media [50% Glc^[-]^ (HL5 media without glucose, Formedium # HLB0102), 27 mM glucose, 1 mM MgCl_2_, 0.5 mM CaCl_2_, adjust to pH 6.6] media and incubated at 22 °C for 2 h, followed with rapamycin (Sigma-Aldrich # 37094) treatment to the GDT-media. Developmental progress was then monitored at regular intervals.

### RNA extraction and RNA sequencing

To determine the essential core genes regulating growth-to-development transition (GDT), RNA sequencing techniques were adapted. Total RNA from the growing or developing cells were isolated using the RNAeasy mini preparation kit (Qiagen # 74104) and following the manufacturer’s protocol. RNA integrity was checked by running a denaturing MOPS-formaldehyde gel and with the Agilent bioanalyzer. Four micrograms of total RNA was used for poly(A) enrichment and followed with mRNA sequencing library preparations using the Truseq mRNA library preparation kit (Illumina # RS-122-2102). Fifty base pair single-end were sequenced on the Illumina HiSeq 2500. Adapters were trimmed using cutadapt v1.13 [63], with 3′ quality trimming of 20, minimum read length of 25, and default parameters otherwise. The filtered and trimmed reads were aligned to the ENSEMBL *Dictyostelium discoideum* reference genome with HISAT v2.1.0 [64] and default parameters. Gene-level counts were aggregated from the aligned reads using Subread featureCounts v1.6.0 [65, 66] and default parameters, and the ENSEMBL cDNA and ncRNA annotation datasets. Count data were analyzed for differential expression between conditions using DESeq2 v1.18.1 [67] in R v3.4.1. Moderated log-fold change estimates were generated using the “lfcShrink” method as recommended by the DESeq2 development team. RNA-seq data can be accessed with GEO [68, 69] repository link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123599.

### Gene Ontology and gene network

GO terms of individual genes were analyzed using DAVID 6.8 Version [70] (https://david.ncifcrf.gov/) and classified on the basis of biological function under category GOTERM_BP_ALL. Gene network models of the interested genes were predicted using the STRING 10.5 Version [45] (https://string-db.org/) with an interaction score of 4.5 confidence. Some individual genes were further analyzed with I-Tasser [48, 49].

## Additional files

Additional file 1: **Figure S1.** Regulation of relative levels of ATP/AMP through mTORC1. Quantification of relative AMP/ATP ratios upon nutrient withdrawal (DB) or rapamycin treatment in full growth media (Med+Rap) in shaking culture. At times indicated, 1 × 10^7^ cells were pelleted and lysed by freeze-thaw. The AMP and ATP levels were measured separately, and values represent ratio changes as mean ± standard error. Results are from three independent experiments, with triplicates used for each independent set of experiments.

Additional file 2: **Figure S2.** Differential effects of rapamycin on growth regulation of cells lacking regulators of mTORC1. Relative growth rates of various cell lines treated with 500 mM rapamycin in comparison with the same, untreated cell population. Lst8 and Rheb are positive regulators of mTORC1, and cells lacking either are more sensitive to rapamycin inhibition than WT. TSC2 is a negative regulator of mTORC1, and cells lacking TSC2 are less sensitive to rapamycin inhibition than WT. FKBP12 is an essential regulator of rapamycin, and cells lacking FKBP12 are insensitive to rapamycin. Rapamycin inhibits growth by disrupting Raptor interaction with mTOR, and cells that overexpress Raptor are less sensitive to rapamycin than WT. Each of the experimental cell lines shows more minimal (< 20%) growth differences to WT in the absence of rapamycin.

Additional file 3: **Table S1.** Amino acid-energy state regulation of mTORC1/AMPK.

Additional file 4: **Table S2.** Rapamycin induces the YakA/PKA/ACA/CAR1 network.

Additional file 5: **Figure S3.** Rapid phospho-proteome changes in YakA upon starvation. Relative abundance ratio of the STLYTpYIQSR peptide (site probability > 0.99) within the activation loop of YakA (see Fig. 4b) during growth in GDT media and following 15 min starvation in DB, as analyzed from three independent preparations.

Additional file 6: **Table S3.** Transcriptome changes during developmental induction.

Additional file 7: **Figure S4.** Venn diagrams of differentially expressed genes between starvation and rapamycin-treated GDT media. A. Venn diagram of differentially regulated genes from 2 to 5 h of rapamycin treatment in GDT media with 2 h of starvation, with percent overlap indicated and displayed proportionally. B. Venn diagram of differentially regulated genes from starvation alone at 0.5 h with starvation at 2 through 5 h, with percent overlap indicated and displayed proportionally. 

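The following shares come from a re-analysis of the deposited counts and not from the diagrams. They count genes past the threshold in each comparison with the control of the same time, a reference that the paper's text does not name. For the later rapamycin-regulated genes, 38.9% of the induced and 47.4% of the suppressed genes were shared with starvation at 2 h. The shares with starvation at 5 h were 81.2% and 86.1%. For the genes regulated by starvation at 30 min and not by rapamycin at 2 h, the induced genes shared with starvation were 298 at 2 h and 313 at 5 h, and the suppressed genes 280 and 173.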

(PDF 49 kb)

Additional file 8: **Table S4.** Metabolism group.

Additional file 9: **Table S5.** Signaling group.

Additional file 10: **Table S6.** Growth group.

Additional file 11: **Figure S5.** Gene Ontology network analysis of genes regulated by starvation but not by rapamycin. A. Approximately 110 genes are induced and ~ 25 genes suppressed by starvation and not rapamycin with GO terms for developmental signaling. These were grouped for network association [45], with only minimal interactions seen. B. Approximately 120 genes are induced and 100 genes suppressed by starvation and not rapamycin with GO terms for growth. These were grouped for network association [45].

Additional file 12 **Table S7.** Secretion/uptake/transport group.

## Data Availability

RNA-seq data can be accessed with GEO [68, 69] repository link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123599 [71]. Cell lines and vectors are available or accessed at dictyBase (http://dictybase.org).

# Supplementary material for: mTORC1/AMPK responses define a core gene set for developmental cell fate switching
**Source:** BMC Biol. 2019 Jul 18;17:58. doi: 10.1186/s12915-019-0673-1
**Supplement:** Supplementary file 3 — Table S1. Amino acid-energy state regulation of mTORC1/AMPK.

**Table S1**

**No**

**His**

**Thr
Iso**

**Phe**

**Gly**

**Met**

**Tyr**

**Asn**

**Yes**

**Glucose**

**Cys**

**Glu**

**Trp**

**Leu**

**Arg**

**Lys**

**Pro**

**Val**

Growing WT cells were transferred to DB starvation buffer, de-activating mTORC1 and inducing AMPK. At 30 min, the various nutrients above were individually added to the DB and changes in activation state of mTORC1 and AMPK were monitored after 15 min. Amino acids were added at 3-10 mM. Glucose was to 80 mM. Amino acids Asn, Asp, Gln, Tyr, Ser, and Ala are non-essential.

**Amino Acid-Energy State Regulation of mTORC1/AMPK**

# Supplementary material for: mTORC1/AMPK responses define a core gene set for developmental cell fate switching
**Source:** BMC Biol. 2019 Jul 18;17:58. doi: 10.1186/s12915-019-0673-1
**Supplement:** Supplementary file 4 — Table S2. Rapamycin induces the YakA/PKA/ACA/CAR1 network.

**Table S2**

**Rapamycin Induces the YakA/PKA/ACA/CAR1 Network**

**2 hr Expression (RNA-seq) Relative to Growth**

***PufA***

***YakA***

***PKAc***

***PKAr***

***ACA***

***CAR1***

**Growth Media**

**Treatment**

**D3T**

**+Rap**

**1.0**

**1.0**

**1.0**

**1.0**

**1.0**

**1.0**

**Bact.**

**Dev.**

**0.5**

**2.6**

**3.0**

**6.0**

**10.0**

**6.2**

**GDT**

**DB**

**0.5**

**2.6**

**3.9**

**6.3**

**13.8**

**11.6**

**GDT**

**+Rap**

**0.8**

**1.6**

**2.2**

**3.7**

**4.1**

**4.9**

**GENE**

WT cells were grown in one of two media preparations. One culture was grown in full nutrient media D3T; rapamycin was added to 500 nM. One culture was grown in GDT media and the culture divided. Rapamycin was added to 500 nM to one part. The remaining GDT cells were transferred to DB starvation buffer. RNA was prepared from the respective growing cell controls and from the treated cultures after 2 hr, as noted above, and analyzed by RNA-seq. Relative gene expression to growth is listed. 

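The values are ratios of the expression of each gene in treated cells to that in growing cells, so that 1 stands for no change. Those that follow come from a re-analysis of the deposited counts and are not the paper's values. They are fold changes against the control of 2 h, a reference that the paper's text does not name. The SD is that of the 3 treated cultures, each divided by the mean control, and so leaves out the spread of the controls. carA-1 had 11.0 ± 2.55 with starvation and 5.09 ± 2.37 with rapamycin. acaA had 7.15 ± 0.203 and 4.27 ± 0.676, pkaR 6.93 ± 0.97 and 3.74 ± 1.3, pkaC 2.68 ± 0.484 and 2.24 ± 0.635, yakA 1.86 ± 0.349 and 1.58 ± 0.533, and pufA 0.447 ± 0.0812 and 0.81 ± 0.0511. carA-2, whose counts were low, had 4.26 ± 4.31 and 1.24 ± 0.531. In the rapamycin-treated cultures, the normalized counts of yakA, pkaC, pkaR, acaA and carA-1 rose in the order of the replicate numbers, and those of pufA fell in that order.

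**Figure D3:**
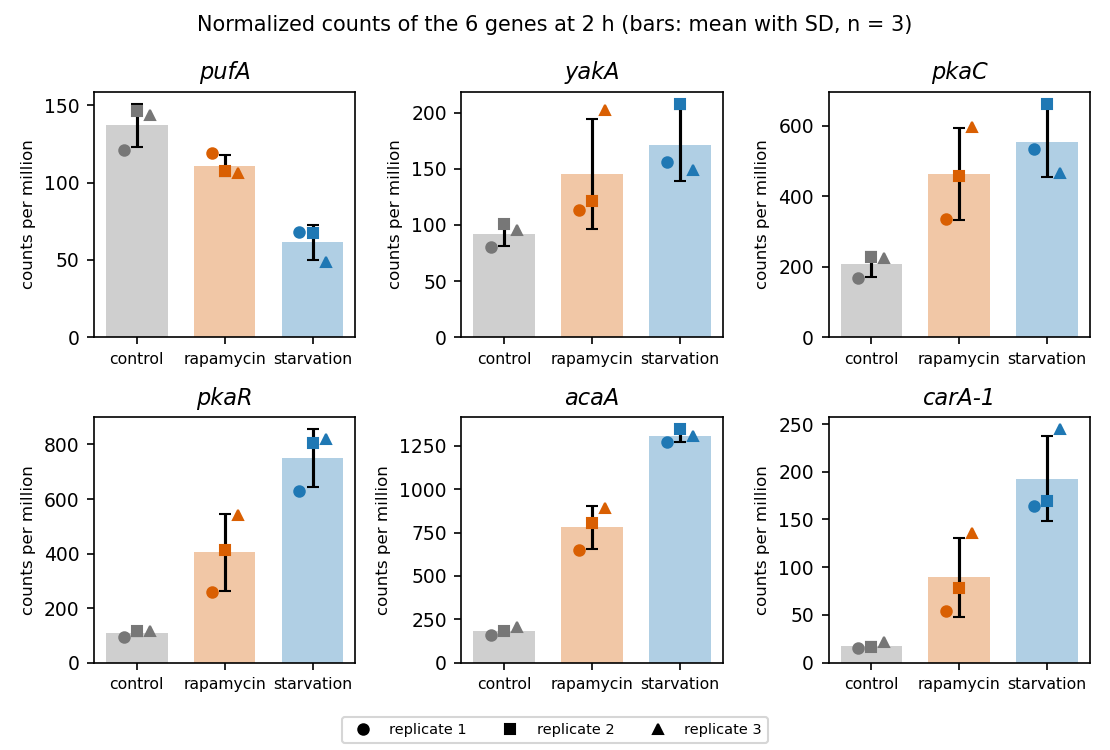
Normalized counts (CPM) of the 6 genes in control, rapamycin-treated and starved cells at 2 h. Points are the 3 replicate cultures and bars the mean with SD, with an axis of its own for each gene, and in all but pufA every treated culture lies above every control culture.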

Experiments were conducted with 3 independent replicates (see Table S III). Bacteria/Development data are from Parikh *et al*. (2010) and Rosengarten *et al*. (2015).

# Supplementary material for: mTORC1/AMPK responses define a core gene set for developmental cell fate switching
**Source:** BMC Biol. 2019 Jul 18;17:58. doi: 10.1186/s12915-019-0673-1
**Supplement:** Supplementary file 5 — Figure S3. Rapid phospho-proteome changes in YakA upon starvation. Relative abundance ratio of the STLYTpYIQSR peptide (site probability > 0.99) within the activation loop of YakA (see Fig. 4b) during growth in GDT media and following 15 min starvation in DB, as analyzed from three independent preparations.

| Peptide Sequence | Site Probability    |
|------------------|---------------------|
| STLYTYIQSR       | Y6(Phospho): 99.99% |
| Quality q-value  | 0.00275822          |

| GDT Media                                                                | DB 15 min                                                                |
|--------------------------------------------------------------------------|--------------------------------------------------------------------------|
| Abundance Ratio:<br>(F1, 128C) / (F1, 128C)<br>[Summary of 3 replicates] | Abundance Ratio:<br>(F1, 129C) / (F1, 128C)<br>[Summary of 3 replicates] |
| 1                                                                        | 1.569                                                                    |

| Conditions          | Labeling Scheme |
|---------------------|-----------------|
| GDT [0 min]         | 128C            |
| Starvation [15 min] | 129C            |

**Supplementary Figure S3**

# Supplementary material for: mTORC1/AMPK responses define a core gene set for developmental cell fate switching
**Source:** BMC Biol. 2019 Jul 18;17:58. doi: 10.1186/s12915-019-0673-1
**Supplement:** Supplementary file 6 — Table S3. Transcriptome changes during developmental induction.

**GDT**

**DB**

**3406**

**3795**

**GDT**

**+Rap**

**2178**

**2171**

**Growth Media**

**Treatment**

**D3T**

**+Rap**

**31**

**44**

***Up Regulation***

***Down Regulation***

**2 hr Gene Expression Changes Relative to Growth**

**Table S3**

**Transcriptome Changes During Developmental Induction**

WT cells were grown in one of two media preparations. One culture was grown in full nutrient media D3T; rapamycin was added to 500 nM. One culture was grown in GDT media and the culture divided. Rapamycin was added to 500 nM to one part. The remaining GDT cells were transferred to DB starvation buffer. RNA was prepared from the respective growing cell controls and from the treated cultures after 2 hr, as noted above, and analyzed by RNA-seq.

Numbers of genes with significant changes in expression compared to growth are listed for the 3 cultures. Experiments were conducted with 3 independent replicates. 13729 gene numbers were recognized for each analysis.

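Of the 13729 genes listed for each library, 876 had no count in any of the 30 libraries and 12853 had at least 1. A test of every gene with at least 1 count, without the filter on low counts, found 6406 genes changed by starvation and 3474 by rapamycin at 2 h. As a share of all genes in the files, starvation regulated 16.7% at 30 min and 57.5% at 5 h, and rapamycin 1.8% at 30 min, 27.2% at 2 h and 47.4% at 5 h.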

# Supplementary material for: mTORC1/AMPK responses define a core gene set for developmental cell fate switching
**Source:** BMC Biol. 2019 Jul 18;17:58. doi: 10.1186/s12915-019-0673-1
**Supplement:** Supplementary file 8 — Table S4. Metabolism group.

**Table S5**

**Metabolism Group**

**157 genes - up with rapamycin/starvation (catabolic bias)**

| **GO Term** | **Number of Genes/Count** | **P-Value** |
| --- | --- | --- |
| Metabolic process | 121 | 1.70E-24 |
| Macromolecule metabolic process | 87 | 1.10E-11 |
| Macromolecule catabolic process | 44 | 1.80E-25 |
| Macromolecule modification | 41 | 5.20E-07 |
| Protein catabolic process | 39 | 4.50E-27 |
| Regulation of protein catabolic process | 8 | 3.00E-07 |
| Proteasomal protein catabolic process | 21 | 1.80E-15 |
| Carbohydrate metabolic process  gluconeogenesis, amino acid-sugar,  glycosylation, oligosaccharide | 10 | 4.30E-02 |
| Carbohydrate derivative metabolic process | 12 | 4.40E-02 |
| Hexose metabolic process | 4 | 2.70E-02 |
| Amino acid-sugar metabolic process | 3 | 3.70E-02 |
| Organonitrogen catabolic process | 8 | 1.00E-02 |
| mRNA catabolic process | 3 | 7.10E-02 |

**211 genes - down with rapamycin/starvation (anabolic bias)**

| **GO Term** | **Number of Genes/Count** | **P-Value** |
| --- | --- | --- |
| Metabolic process | 199 | 1.70E-47 |
| Macromolecule metabolic process | 115 | 2.70E-07 |
| Macromolecule modification | 56 | 1.40E-06 |
| Protein metabolic process | 54 | 5.50E-02 |
| Carbohydrate derivative metabolic process | 12 | 5.60E-02 |
| Nucleic acid metabolic process | 68 | 8.50E-08 |
| RNA metabolic process | 55 | 1.50E-06 |
| Cellular nitrogen biosynthesis process | 104 | 2.30E-14 |
| Nucleoside phosphate metabolic process | 13 | 1.10E-02 |
| Organonitrogen compound catabolic process | 46 | 1.10E-05 |
| small molecule metabolic process | 46 | 6.80E-09 |
| Co-factor biosynthetic process | 19 | 8.50E-07 |

**202 genes - up with starvation only (catabolic bias)**

| **GO Term** | **Number of Genes/Count** | **P-Value** |
| --- | --- | --- |
| Metabolic process | 152 | 2.10E-25 |
| Macromolecule metabolic process | 93 | 4.20E-06 |
| Macromolecule catabolic process | 18 | 3.40E-03 |
| Macromolecule modification | 38 | 3.80E-03 |
| Protein catabolic process | 12 | 2.00E-02 |
| Proteasomal protein catabolic process | 9 | 3.60E-03 |
| Carbohydrate metabolic process | 14 | 7.40E-03 |
| Carbohydrate derivative metabolic process | 15 | 3.00E-02 |
| Organonitrogen compound catabolic process | 8 | 3.70E-02 |
| Lipid metabolic Process | 24 | 5.80E-06 |
| Phospholipid metabolic process | 14 | 5.00E-06 |
| Lipid biosynthetic process | 13 | 4.40E-04 |
| Glycerophospholipid biosynthetic process | 6 | 4.60E-03 |

**337 genes - down with starvation only (anabolic bias)**

| **GO Term** | **Number of Genes/Count** | **P-Value** |
| --- | --- | --- |
| Metabolic process | 337 | 2.70E-81 |
| Macromolecule metabolic process | 211 | 5.50E-18 |
| Macromolecule modification | 66 | 1.30E-02 |
| Protein metabolic process | 115 | 1.50E-07 |
| Carbohydrate derivative metabolic process | 41 | 2.00E-07 |
| Nucleic acid metabolic process | 100 | 2.10E-07 |
| RNA metabolic process | 82 | 1.00E-06 |
| Regulation of RNA metabolic process | 34 | 1.60E-04 |
| RNA biosynthetic process | 39 | 1.60E+00 |
| mRNA metabolic process | 25 | 7.10E-05 |
| Cellular nitrogen biosynthesis process | 115 | 5.40E-23 |
| Regulation of nucleobase metabolic process | 36 | 9.20E-04 |
| Nucleoside phosphate metabolic process | 29 | 2.10E-07 |
| Organonitrogen compound catabolic process | 16 | 2.20E-03 |
| Histone modification | 8 | 3.10E-02 |
| small molecule metabolic process | 80 | 7.30E-15 |
| Co-factor biosynthetic process | 24 | 1.70E-06 |

# Supplementary material for: mTORC1/AMPK responses define a core gene set for developmental cell fate switching
**Source:** BMC Biol. 2019 Jul 18;17:58. doi: 10.1186/s12915-019-0673-1
**Supplement:** Supplementary file 9 — Table S5. Signaling group.

**Table S5**

**Signaling Group**

**138 genes - up with rapamycin/starvation**

| **GO Term** | **Number of Genes/Count** | **P-Value** |
| --- | --- | --- |
| Phosphorylation | 35 | 9.50E-16 |
| Protein phosphorylation | 31 | 4.50E-15 |
| Protein autophosphorylation | 3 | 4.60E-02 |
| Peptidyl-threonine phosphorylation | 2 | 9.80E-02 |
| cAMP biosynthetic process | 2 | 6.00E-02 |
| Chemotaxis | 6 | 5.00E-02 |
| Chemotaxis to cAMP | 5 | 5.00E-02 |
| Regulation of gene expression | 19 | 3.60E-11 |
| small GTPase mediated signal transduction | 18 | 4.10E-07 |
| Signal transduction | 16 | 1.90E-05 |
| Intracelluar signal transduction | 8 | 2.00E-04 |
| cAMP mediated signaling | 4 | 1.40E-02 |
| Adenylate cyclase-activating GPCR signaling pathway | 3 | 4.00E-03 |
| Phosphorelay | 4 | 1.10E-02 |
| Autophagy | 4 | 8.50E-03 |
| Developmental process | 14 | 1.70E-07 |
| Multicellular development | 10 | 2.40E-05 |
| Cell differentiation | 6 | 2.10E-03 |
| Aggregation | 9 | 9.20E-03 |
| Activation of MAPK activity | 5 | 8.20E-03 |

# Supplementary material for: mTORC1/AMPK responses define a core gene set for developmental cell fate switching
**Source:** BMC Biol. 2019 Jul 18;17:58. doi: 10.1186/s12915-019-0673-1
**Supplement:** Supplementary file 10 — Table S6. Growth group.

**Table S6**

**Growth Group**

**314 genes - down with rapamycin/starvation**

| **GO Term** | **Number of Genes/Count** | **P-Value** |
| --- | --- | --- |
| Ribosome biogenesis | 115 | 7.40E-110 |
| Ribosomal small subunit biogenesis | 31 | 3.50E-28 |
| Ribosomal Large subunit biogenesis | 29 | 3.80E-24 |
| Ribosome assembly | 14 | 1.80E-09 |
| Maturation of SSU-rRNA | 26 | 4.00E-26 |
| Maturation of 5.8S rRNA | 15 | 2.90E-14 |
| RNA processing | 100 | 9.70E-53 |
| rRNA processing | 91 | 6.10E-95 |
| ncRNA processing | 98 | 2.90E-77 |
| RNA modification | 26 | 9.00E-12 |
| tRNA modification | 7 | 4.10E-02 |
| tRNA processing | 12 | 1.20E-03 |
| Methylation | 34 | 6.20E-18 |
| RNA methylation | 15 | 8.30E-10 |
| Histone methylation | 4 | 1.10E-02 |
| Cell cycle | 42 | 9.00E-14 |
| Mitotic nuclear division | 29 | 4.10E-20 |
| Nuclear division | 31 | 1.40E-19 |
| Cell division | 23 | 1.30E+07 |
| Chromosome segregation | 14 | 7.90E-07 |
| Mitotic cell cycle | 34 | 2.40E-12 |
| Chromosome organization | 30 | 2.40E-10 |
| Organelle fission | 32 | 2.90E-18 |
| Chromatin organization | 14 | 8.80E-04 |
| Gene expression | 165 | 1.20E-61 |
| DNA replication | 31 | 1.20E-19 |
| Translation | 50 | 7.00E-18 |
| Transcription, DNA-templated | 23 | 8.10E-03 |
| DNA repair | 15 | 1.10E-02 |

# Supplementary material for: mTORC1/AMPK responses define a core gene set for developmental cell fate switching
**Source:** BMC Biol. 2019 Jul 18;17:58. doi: 10.1186/s12915-019-0673-1

**A.**

## SIGNALING

### Up-Regulated by Starvation; No Rapa Effect

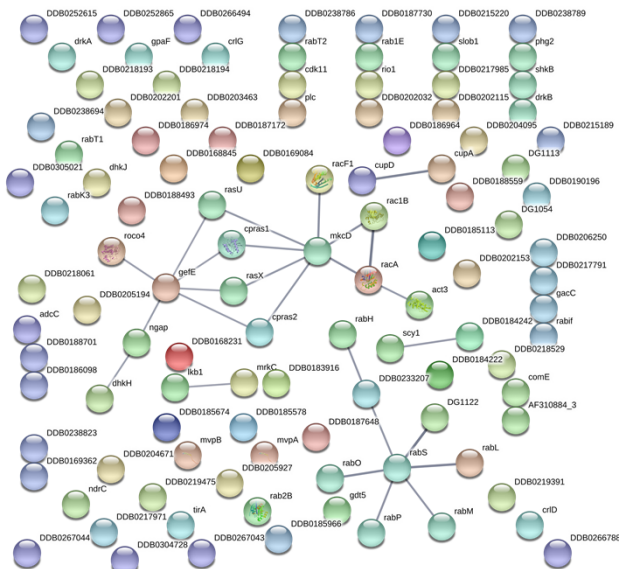

### Down-Regulated by Starvation; No Rapamycin Effect

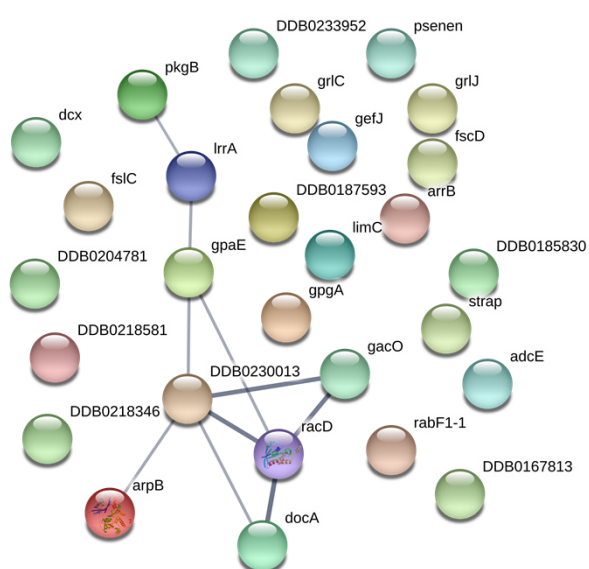

**B.**

## GROWTH

### Up-Regulated by Starvation; No Rapa Effect

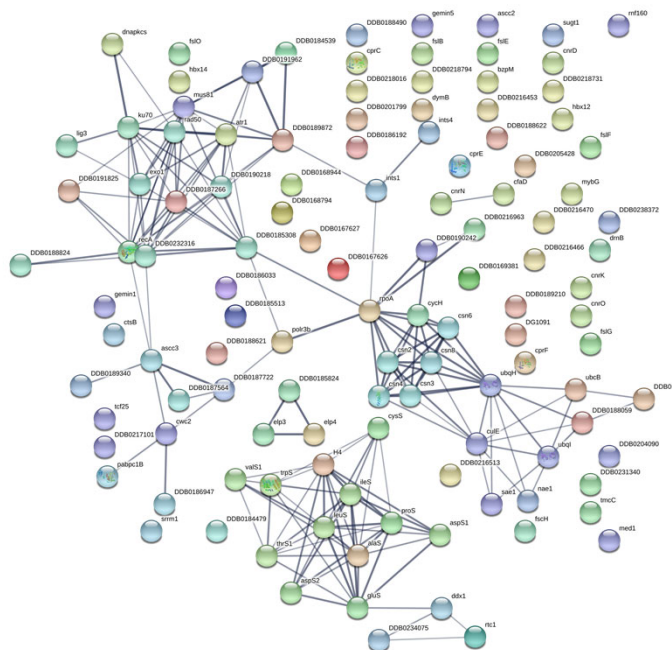

### Down-Regulated by Starvation; No Rapa Effect

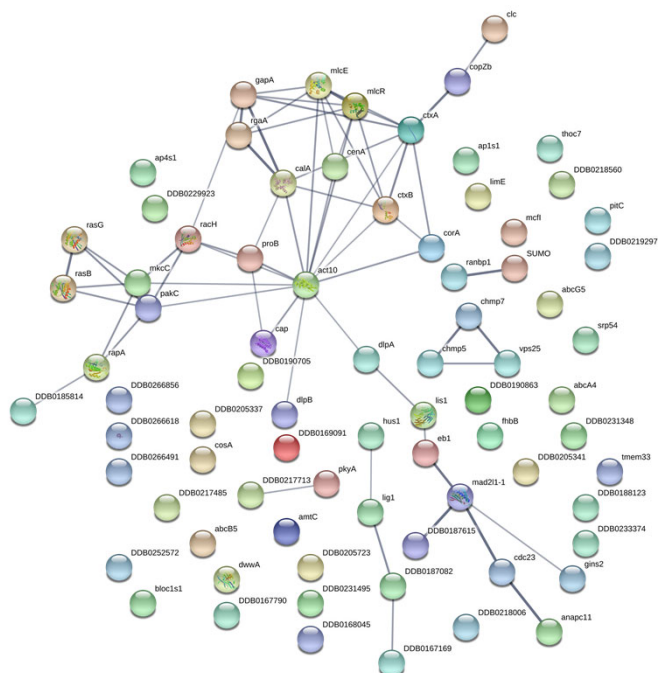

**Supplement:** Supplementary file 11 — Figure S5. Gene Ontology network analysis of genes regulated by starvation but not by rapamycin. A. Approximately 110 genes are induced and ~ 25 genes suppressed by starvation and not rapamycin with GO terms for developmental signaling. These were grouped for network association [45], with only minimal interactions seen. B. Approximately 120 genes are induced and 100 genes suppressed by starvation and not rapamycin with GO terms for growth. These were grouped for network association [45].

# Supplementary material for: mTORC1/AMPK responses define a core gene set for developmental cell fate switching
**Source:** BMC Biol. 2019 Jul 18;17:58. doi: 10.1186/s12915-019-0673-1
**Supplement:** Supplementary file 12 — Table S7. Secretion/uptake/transport group.

**Table S7**

**Secretion/Uptake/Transport Group**

**47 genes - up with rapamycin/starvation**

| **GO Term** | **Number of Genes/Count** | **P-Value** |
| --- | --- | --- |
| Transport | 44 | 2.10E-14 |
| Vesicle mediated (endocyt./macropino.) | 29 | 1.20E-04 |
| Transmembrane | 10 | 5.40E-05 |
| Organic substance | 12 | 2.90E-04 |
| Protein | 8 | 1.00E-02 |
| Ion | 5 | 2.40E-02 |
| Localization | 47 | 1.70E-18 |
| Membrane organization | 4 | 5.70E-02 |

**85 genes - down with rapamycin/starvation**

| **GO Term** | **Number of Genes/Count** | **P-Value** |
| --- | --- | --- |
| Transport | 52 | 7.70E-06 |
| Vesicle Mediated (endocyt./macropino.) | 36 | 2.80E-02 |
| Transmembrane | 13 | 4.50E-05 |
| Organic substance | 15 | 1.20E-03 |
| Protein | 14 | 2.30E-04 |
| Ion | 4 | 5.30E-02 |
| Nucleocytoplasmic | 6 | 3.30E-03 |
| Localization | 62 | 1.60E-15 |

**214 genes - up with starvation only**

| **GO Term** | **Number of Genes/Count** | **P-Value** |
| --- | --- | --- |
| Transport | 148 | 2.20E-23 |
| Vesicle Mediated (endocyt./macropino.) | 106 | 6.30E-09 |
| Transmembrane | 32 | 1.50E-11 |
| Organic substance | 33 | 8.60E-06 |
| Protein | 19 | 1.80E-02 |
| Ion | 15 | 2.70E-04 |
| Lipid | 7 | 8.50E-04 |
| Secretion | 13 | 1.30E-05 |
| Localization | 148 | 1.00E-23 |
| Membrane organization | 10 | 6.10E-03 |

**279 genes - down with starvation only**

| **GO Term** | **Number of Genes/Count** | **P-Value** |
| --- | --- | --- |
| Transport | 196 | 5.50E-62 |
| Vesicle Mediated (endocyt./macropino.) | 196 | 3.70E-77 |
| Organic substance | 27 | 3.60E-03 |
| Protein | 23 | 1.60E-03 |
| Nucleocytoplasmic | 5 | 1.90E-02 |
| Secretion | 11 | 5.00E-04 |
| Localization | 196 | 3.30E-59 |
| Membrane organization | 13 | 6.00E-04 |

How the deposited data were processed for this re-analysis (not part of the article)

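RNA-seq of Dictyostelium cells was analysed in 10 conditions with 3 replicate cultures each. These were growing cells in GDT media at 0 min, 30 min, 2 h and 5 h, cells in GDT media with 500 nM rapamycin at 30 min, 2 h and 5 h, and cells starved in DB at 30 min, 2 h and 5 h. The sample labels give 1 mM CaCl2 for DB and the paper gives 0.2 mM.

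The authors trimmed the reads with cutadapt, aligned them with HISAT and counted with featureCounts the reads on the exons of each gene, and the deposited files hold these counts as whole numbers without normalization. By the headers of the files, reads were counted in the reverse orientation. With the default settings of featureCounts, reads that map to several places or overlap 2 genes are not counted, so genes with a near-identical copy are uncertain. Each of the 30 files lists the same 13729 genes. All of them matched the reference table of the assembly by identifier, with the same start and end, and 4091 have a symbol other than their identifier. The files held 5704238 counts per library at the least and 31768065 at the most, with a median of 15097026. The totals were 10430090 to 31768065 in the 12 control, 5704238 to 21235101 in the 9 rapamycin and 9565399 to 24620782 in the 9 starvation libraries.

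Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Library sizes were normalized by TMM, and filterByExpr with its defaults over the 10 conditions kept 10492 genes. A negative binomial model with 1 coefficient per condition was fitted by glmQLFit with robust estimation, and contrasts were tested with glmQLFTest. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.1. The common dispersion was 0.0912. Comparisons were each treatment against the control of the same time, the 2 treatments against each other, and the controls at later times against those at 0 min, 12 in all. The paper's text does not name which control was the reference, so the control at 0 min was an alternative. It was then used for both treatments, and a reference that differed between the treatments was not tried.

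The replicate numbers in the sample labels run from 1 to 3 in every condition, which is where the pairing comes from. Whether they pair the libraries was checked through the correlation across genes of each library's deviation from the mean of its condition, with a pseudocount of 1 CPM, over genes with a mean of at least 1 CPM. It was 0.141 for the same and -0.0705 for different numbers, where the second follows from the first because the 3 deviations of a condition add up to 0, and the model with the replicate block gave 4048 genes for rapamycin at 2 h against 3730 without it.

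The other alternatives were DESeq2's size factors in edgeR, DESeq2 on all genes with its own filtering, no filter, a filter of a mean of 10 CPM, the fit to only the 6 libraries compared, an adjusted p under 0.05, a minimum log2 fold change of 1, libraries thinned to the smallest total with seed 7, and each replicate left out in turn. Overlaps are genes past the threshold in the same direction in both comparisons. Shares of genes carry 95% Wilson intervals. Gene families were defined by the symbols of the reference table and tested with Fisher's exact test, two-sided, against the tested genes. The result of 1 of the 6 families is not reported here. Slopes are through the origin across the tested genes, and those of each replicate use the library of that replicate against the control of the same number.

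Genes named in the text were the 6 of Table S2 at 2 h, those named in Fig. 6a with csaA and the atg genes at 30 min of starvation and 2 h of rapamycin, the 15 mutated genes at the same times, and genes taken by rule. The rule was the 2 induced and 2 suppressed genes with the largest change at 2 h of each treatment, with a mean of at least 10 CPM and all treated libraries on the same side of all controls, and the 2 genes changed in opposite directions at 2 h with the smallest adjusted p of the direct comparison.

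The statistical steps were tested on simulated counts with 200 genes changed by known factors. Of these, edgeR called 84% among 10265 genes, with 12% of its calls on unchanged genes, and a slope of estimated on true log2 fold changes of 0.993. With only 6 libraries it called 83.5% among 9725 genes, and DESeq2 called 85% among 10492 genes with a slope of 0.657 after shrinkage. In a comparison without changed genes, 0 of 10265 genes were called. Every simulated gene had a dispersion of 0.05, below the common dispersion of 0.0912 in the data. No effect of the replicate number and no unlike library were simulated. The simulated rates therefore check the steps and do not give the error rates in the data.

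Immunoblots, developmental assays, cells in D3T media and GO analyses were not analysed here. The reference table holds no product or GO terms, so protein kinases and ribosome biogenesis genes were not examined as families. acaR and rasA are not symbols of that table and are left out.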

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

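The tests of this part were set down before their results were seen, but the fit without control 0 min replicate 3 was added once that library had been seen to differ from the others.

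With all libraries in 1 model, genes passed the threshold between control cultures of different times in GDT media, which the paper does not report. Against the control at 0 min, 173 genes passed the threshold at 30 min, 974 at 2 h and 1429 at 5 h, with 1412, 2415 and 2703 genes at an unadjusted p under 0.05. At 2 h 309 genes rose and 665 fell, and at 5 h 487 rose and 942 fell. Of the genes that rose by 5 h, 42.5% were also induced by starvation at 2 h, and of those that fell 35.8% were also suppressed. Among all tested genes, starvation at 2 h induced 29.5% and suppressed 31.6%. With the replicate number as a block, the numbers were 177, 1039 and 1508.

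At 5 h, 1166 genes passed the threshold with all libraries thinned to the smallest, and 1052, 124 and 783 without replicate 1, 2 and 3 of every condition. Without only control 0 min replicate 3, which the last of these fits also lacks, 768 passed. These counts do not show whether the same genes passed. Without replicate 1, 2 and 3 there were 21, 10 and 78 genes at 30 min and 583, 39 and 302 at 2 h, so that these numbers depend on single replicates. They also depended on how the spread was estimated, since a fit to only the 6 libraries compared found 60 genes at 5 h, with 1342 at an unadjusted p under 0.05. A library with a bias by gene length, control 0 min replicate 3, does bear on these numbers. The Spearman correlation across genes of exon length with the log2 fold change was 0.376 at 30 min, 0.328 at 2 h and 0.356 at 5 h with that library, and -0.17, -0.08 and -0.017 without it. Of the splits of the 6 libraries into 3 and 3 that part all same-numbered pairs, the real split being 1 of 4, no other gave as many genes at 2 h or at 5 h (1 of 4 splits each). The other splits gave 0 genes at both times, with 38, 170 and 78 genes at an unadjusted p under 0.05 at 2 h and 124, 225 and 53 at 5 h. At 30 min all 4 of 4 splits gave 0 genes, with 609 genes at an unadjusted p under 0.05 in the real split and between 36 and 91 in the others. The remaining 6 of the 10 splits part a single pair and were not counted. With 4 splits no share under 0.05 is possible, so a change with time in growing cultures, which the design offers as a biological explanation, cannot by this count alone be told apart from differences between cultures that fell between the groups by chance.

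At 2 h, 23 genes were past the threshold in opposite directions with starvation and rapamycin, 9 higher with starvation and lower with rapamycin and 14 the reverse. These drew attention as a difference between the treatments. In 20 of them, all 3 cultures of each treatment lay on opposite sides of all 3 control cultures. The gene with the smallest adjusted p was patB (DDB_G0282817), with log2 fold changes of -3.26 with starvation and 0.76 with rapamycin and a direct difference of -4.02 (SE 0.28, adjusted p = 3.18e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For cprF (DDB_G0279185) these values were 1.85 and -2.88, with a direct difference of 4.73 (SE 0.36, adjusted p = 9.58e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate block 29 genes had opposite directions.

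Low counts were not found for these genes, whose median mean expression was 68.1 CPM against 18.4 CPM for all tested genes. Of the 23 genes, 13.0% lie in the duplicated region of chromosome 2 or share a symbol stem with another numbered gene, so shared reads apply to few of them. With DESeq2's size factors 23 genes remained in opposite directions. Leaving out 1 replicate of every condition, or only control 0 min replicate 3, gave 3 to 53 genes. In the direct comparison of the treatments at 2 h, none of the other splits of the 6 libraries that part all same-numbered pairs gave as many genes (1 of 4 splits, with the real one), and this share cannot fall under 0.05. The other splits gave 0 genes, with 60, 412 and 31 at an unadjusted p under 0.05. These counts are of all genes of the direct comparison and do not test the 23 genes themselves. In the direct comparison the adjusted p of each of these was at most 0.00247 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the genes had been chosen by changes in the same libraries. An opposite response of these genes to nutrient loss and to inhibition of mTORC1 in nutrients may be proposed. The count of splits does not bear on it, since it was made over all genes. The separation in 20 of the 23 genes and the direct differences go with such a response. They come from the libraries that chose the genes, so they do not test it independently.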

How the results depend on the processing

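Of 16 alternatives, 13 were set before the data were examined and 3 were chosen after seeing them. The latter were a fit without the 3 control libraries at 0 min, a fit without control 0 min replicate 3 and DESeq2 with the control at 0 min as the reference for every time. A count or overlap is said to have moved when it differed by more than 1.5 times, and a share when it left the confidence interval of the share with all libraries. No cause of a change in this part is given, and except for the ribosomal protein genes treated among the other observations the cause was not tested.

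Among the 29 totals, overlaps and shares, 245 of the 370 values under the alternatives set beforehand stayed within these bounds and 125 moved. No comparison of 2 conditions lost all its genes except where named here. With DESeq2's size factors in place of the TMM method, none of these results moved. The numbers of genes regulated by starvation at 2 h and 5 h moved with the stricter filter, which tests fewer genes, and stayed within 1.5 times with every other alternative. The 2 treatments compared at 2 h gave fewer genes for rapamycin than for starvation under every alternative, with a ratio between 0.18 and 0.846.

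The model with the replicate block rests on a mean correlation of deviations of 0.141 between same-numbered libraries. With it, the overlap at 30 min rose from 13 to 23 induced and from 66 to 132 suppressed genes. The share of the genes regulated by starvation at 30 min and not by rapamycin at 2 h that starvation also regulated later fell from 58.8 to 56.0%. The log2 fold change of atg12 with starvation at 30 min, close to 0 with and without the block, was -0.00046 with it.

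With the control at 0 min as the reference for every time, starvation at 30 min changed 3701 genes in place of 2290, rapamycin at 30 min 534 in place of 244 and rapamycin at 2 h 5785 in place of 3730. The shared genes at 30 min rose to 73 induced and 333 suppressed, the shared suppressed genes at 2 h from 1715 to 2591, and the genes shared between starvation at 30 min and rapamycin at 2 h to 828 induced and 1471 suppressed. The share of later rapamycin-regulated genes that starvation regulated at 2 h was 34.9%. Starvation at 2 h regulated 1961 genes that rapamycin did not, in place of 3017, and 81.7% of them moved in the same direction with rapamycin. The share of 30 min starvation-only genes found later was 48.2%, and 53 genes in place of 23 changed in opposite directions at 2 h. In 8 log2 fold changes of named genes the sign reversed. With starvation at 30 min these were pkaR at -0.32, atg18 at -0.09, atg8 at -0.13 and atg7 at 0.31. With rapamycin at 2 h they were DDB_G0275475 at -0.83, DDB_G0288957 at 0.47, atg12 at 0.50 and atg6B at 0.15.

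DESeq2 with the control at 0 min, chosen after seeing the data, moved the same results. It gave 4012 genes for starvation at 30 min, 1272 for rapamycin at 30 min and 5988 for rapamycin at 2 h. The overlaps were 192 induced and 734 suppressed genes at 30 min, 2713 suppressed genes at 2 h, and 864 induced and 1610 suppressed genes between starvation at 30 min and rapamycin at 2 h. The later rapamycin share was 34.7%, the share of 30 min starvation-only genes found later 47.4%, the number of starvation-only genes at 2 h 1962 and their share with the same sign 81.8%. There were 54 genes in opposite directions. The same 8 signs reversed, with starvation for pkaR (-0.34), atg18 (-0.11), atg8 (-0.16) and atg7 (0.28), and with rapamycin for DDB_G0275475 (-0.85), DDB_G0288957 (0.44), atg12 (0.45) and atg6B (0.12).

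DESeq2 against the control of the same time raised the genes changed by rapamycin at 30 min to 442, and those that differed between control cultures to 442 at 30 min in place of 173 and 1647 at 2 h in place of 974. The overlap at 30 min was 31 induced and 163 suppressed genes. Other totals with DESeq2 stayed within 1.5 times.

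When each model was fitted to only the 6 libraries compared, starvation at 30 min changed 5225 genes and rapamycin at 30 min 2356. The direct comparison of the treatments gave 4419 genes at 30 min in place of 1665 and 1395 at 5 h in place of 5235. Control cultures differed from those at 0 min in 0 genes at 30 min, with 609 genes at an unadjusted p under 0.05, in 34 genes at 2 h and in 60 at 5 h in place of 1429. The overlaps at 30 min were 479 induced and 829 suppressed genes, and those between starvation at 30 min and rapamycin at 2 h 908 and 1517. The later rapamycin share was 45.7%. There were 2800 genes regulated by starvation at 30 min and not by rapamycin at 2 h, in place of 1265, with a share found later of 52.2%. In this setting 80.8% of the starvation-only genes at 2 h kept the same sign and 101 genes changed in opposite directions. atg12 reversed to -0.018 with starvation at 30 min.

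The filters changed how many genes were tested, 12853 without a filter and 6570 with the stricter one of 10 CPM, against 10492. With the stricter filter, starvation changed 1386 genes at 30 min, 4261 at 2 h and 5123 at 5 h, and rapamycin 4278 at 5 h. The treatments differed in 1090 genes at 30 min. The overlaps of induced and suppressed genes at 5 h were 1844 and 1821, those between starvation at 30 min and rapamycin at 2 h 208 and 462, and the overlap of suppressed genes at 30 min 41. There were 2057 later rapamycin-regulated genes, 716 genes of starvation at 30 min alone, 1860 starvation-only genes at 2 h and 960 genes that rapamycin changed at no time. Without a filter, 89.4% of starvation-only genes kept the same sign, and atg12 reversed to -0.034 with starvation at 30 min.

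Among the thresholds, an adjusted p under 0.05 gave 89, 429 and 833 genes for the control cultures at 30 min, 2 h and 5 h. The overlap at 30 min was 4 induced and 39 suppressed genes, and 173 genes were induced by both starvation at 30 min and rapamycin at 2 h. The later rapamycin share was 44.8%, the share with the same sign 91.7%, and 13 genes changed in opposite directions. The odds ratio of aminoacyl-tRNA synthetases among genes suppressed by both fell below 1 to 0.0.

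A minimum log2 fold change of 1 in either direction left 1439 genes for starvation at 30 min and 2269 for rapamycin at 2 h. Between the treatments, 1089 genes differed at 30 min, 1846 at 2 h in place of 3010 and 3457 at 5 h. Control cultures differed in 571 genes at 2 h and 852 at 5 h. The overlaps of induced genes were 893 at 2 h in place of 1684, 1844 at 5 h in place of 2863, and 138 between starvation at 30 min and rapamycin at 2 h. There were 822 genes of starvation at 30 min alone with a share found later of 54.6%. The later rapamycin share was 40.2%, the share with the same sign 93.3%, and 5 genes changed in opposite directions. Of the gene families, the odds ratio fell below 1 for autophagy genes induced by rapamycin at 2 h (0.0) and for aminoacyl-tRNA synthetases suppressed by both (0.0) or by rapamycin at 2 h (0.931).

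Depth was examined by thinning every library to the 5704238 counts of the smallest. The overlap of induced genes at 30 min was then 7, the later rapamycin share 44.8% and the share with the same sign 89.4%, and atg12 reversed to -0.13 with starvation at 30 min. The other totals and overlaps stayed within 1.5 times, and 9833 genes remained to be tested. The depth thus limits which genes can be tested.

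Leaving out replicate 2 moved more of these results than any other alternative. Over the 4 fits that left out 1 replicate of every condition or only control 0 min replicate 3, starvation at 30 min changed 465 to 3185 genes, rapamycin 19 to 460 genes at 30 min, 774 to 4740 at 2 h and 4054 to 7218 at 5 h. The treatments differed in 472 to 2397 genes at 30 min, 494 to 4194 at 2 h and 2023 to 6457 at 5 h, and the control cultures in 10 to 110, 39 to 583 and 124 to 1052 genes. The overlap of induced genes went from 0 to 52 at 30 min and from 483 to 2115 at 2 h, and that between starvation at 30 min and rapamycin at 2 h from 27 to 502. For suppressed genes these ranges were 0 to 139, 231 to 2154 and 53 to 1019, and 1797 to 3139 at 5 h. The overlap of 0 at 30 min arose without replicate 2, where 50 induced and 147 suppressed genes had an unadjusted p under 0.05 in both treatments. The later rapamycin share ranged from 35.4 to 53.0%, the genes of starvation at 30 min alone from 385 to 1664 with a share found later of 54.8 to 67.0%, the share with the same sign from 82.7 to 95.6%, the genes that differed directly from 408 to 2354 in place of 1353, and the genes in opposite directions from 3 to 53. The ratio of rapamycin to starvation gene numbers at 2 h was lowest without replicate 2, at 0.18 in place of 0.581, and highest without control 0 min replicate 3, at 0.666.

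Of the log2 fold changes of named genes, 9 had both signs over the 4 fits. With starvation at 30 min, pkaR ranged from -0.05 to 0.21, atg10 from -0.44 to 0.65, atg6A from -0.043 to 0.15 and atg12 from -0.07 to 0.043. With rapamycin at 2 h, carA-2 ranged from -0.67 to 3.20, DDB_G0281913 from -0.23 to 0.016, DDB_G0275475 from -0.18 to 0.49, atg12 from -0.25 to 0.045 and atg6B from -0.11 to 0.01. None of these 9 had passed the adjusted p threshold of 0.1 with all libraries. Without replicate 2, 30 of the named values lost their place past the threshold. The named genes were examined with 11 of the 13 alternatives set beforehand, all but the adjusted p under 0.05 and the minimum log2 fold change. Over these 11, 959 of the 1112 values of named genes kept their sign and their side of the threshold, 70 lost it, 61 gained it and 22 reversed. The gene families reported were examined with only 3 alternatives, DESeq2, the adjusted p under 0.05 and the minimum log2 fold change of 1. Over these 3, 75 of 90 odds ratios kept direction and side, 9 lost significance, 2 gained it and 4 reversed, all 4 named above. The odds ratios were not computed with the other 10 alternatives, among them each replicate left out and the control at 0 min, and without replicate 2 the set suppressed by both starvation at 30 min and rapamycin at 2 h held 53 genes in place of 712.

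Without the 3 control libraries at 0 min, an alternative chosen after seeing the data, rapamycin at 30 min changed 370 genes, with an overlap of 35 induced and 104 suppressed genes. The share with the same sign was 83.3%, 49 genes changed in opposite directions, and atg12 reversed to -0.012 with starvation at 30 min.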

Differences from the paper's values

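At 30 min of starvation, the paper's Fig. 5a shows about 2000 induced and about 2300 suppressed genes, read by eye, where 1144 and 1146 were found. Of the alternatives set before the data were examined, the control at 0 min gave 1740 induced and 1961 suppressed genes and the fit to only the 6 libraries compared 2621 and 2604, and the others did not close the gap. Of the alternatives chosen after seeing the values, the fit without the control libraries at 0 min gave 1526 induced genes, the fit without control 0 min replicate 3 gave 1596 induced and 1589 suppressed genes, and DESeq2 with the control at 0 min 1834 and 2178. The paper's text gives a total of 4000 genes at 30 min of starvation, where 2290 were found. The control at 0 min gave 3701 and only the 6 libraries 5225, while no other alternative set beforehand closed the gap. The alternatives chosen after seeing the values gave 3043, 3185 and 4012.

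At 30 min of rapamycin, about 96 genes are induced and about 430 suppressed in the paper's Fig. 5a, read by eye, where 29 and 215 were found. DESeq2 gave 76 and 366, the control at 0 min 135 and 399, and the replicate block, whose total was 353, 310 suppressed genes. The other alternatives set before the data were examined did not close the gap. Of those chosen after seeing the values, the fit without the control libraries at 0 min gave 77 induced and 293 suppressed genes and the fit without control 0 min replicate 3 gave 109 and 351. DESeq2 with the control at 0 min, also chosen then, gave 336 and 936 and did not close the gap. The overlap of the treatments at 30 min is about 35 induced and about 190 suppressed genes in the paper's Fig. 5b, read by eye, where 13 and 66 were found. DESeq2 gave 31 and 163, the replicate block 132 suppressed genes, and no other alternative set beforehand closed the gap. Chosen after seeing the values, the fit without the control libraries at 0 min gave 35 induced genes and the fit without control 0 min replicate 3 gave 52 and 139.

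The paper gives 629 genes induced by both starvation at 30 min and rapamycin at 2 h, where 313 were found. The control at 0 min gave 828 and only the 6 libraries 908, and the other alternatives set before the data were examined did not reach the paper's value. The 3 alternatives chosen after seeing the values gave 465, 502 and 864.

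Of the later rapamycin-regulated genes, the paper groups 15% with starvation at 2 h, where 42.9% were found. None of the alternatives set before the data were examined closed the gap, with values between 34.9 and 53.0%, and none chosen after seeing the values did.

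The paper gives 2500 genes that starvation at 2 h regulated and rapamycin at no time, where 1567 were found. Without a filter there were 1726, with only the 6 libraries 1729, without replicate 2 1854 and without replicate 3 2071, all within 1.5 times of the paper's value, and no other alternative closed the gap. For genes regulated by starvation at 30 min and not by rapamycin at 2 h, the paper gives 2500, where 1265 were found. Only the fit to the 6 libraries compared closed the gap, with 2800. The number by which rapamycin-regulated genes fall short of starvation-regulated genes at 5 h is 3000 in the paper, where 1394 was found. The fit without replicate 2 gave 2503 and the fit without replicate 3 gave 2146, and no other alternative closed the gap.

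For acaA at 2 h of starvation, the paper's Table S2 gives a fold change of 13.8, where 7.15 was found. The control at 0 min gave 14.6 and no other alternative set before the data were examined closed the gap, while DESeq2 with the control at 0 min, chosen after seeing the values, gave 13.7.

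The paper presents the genes of the cAMP network and the ATG genes as induced by both rapamycin and starvation. Here pkaC, pkaR, pdkB, gpaB and mekA were not past the threshold with starvation at 30 min, with log2 fold changes of 0.34, 0.08, 0.41, 0.85 and 0.14, although all 5 were with rapamycin at 2 h. With starvation at 2 h all 5 were past it too, with 1.42, 2.79, 1.34, 2.62 and 1.25. With DESeq2, gpaB passed the threshold with starvation at 30 min (0.84) and the other 4 did not. Of the atg genes, 0 were past the threshold with both starvation at 30 min and rapamycin at 2 h, and 0 had an unadjusted p under 0.05 in both. Starvation at 2 h induced 8 of the 13 tested. With starvation at 30 min, atg8 passed with only the 6 libraries compared (0.45) and without replicate 3 (0.44), but was -0.13 against the control at 0 min. It also passed (0.46) in the later-chosen fits without the control libraries at 0 min or without only control 0 min replicate 3. No named value lost its place past the threshold in those later-chosen fits, so atg8 was then past it in both.

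The paper describes a repression of ribosomal protein expression through YakA once mTORC1 is inactive. Of the ribosomal protein genes, 0 were suppressed at 2 h of starvation and 0 at 2 h of rapamycin, with 0 at an unadjusted p under 0.05 in each, while 79 and 78 of 80 were suppressed at 5 h. At 2 h of starvation 5 of these genes were induced. The median of the family was then 0.46, and -0.55 against the control at 0 min.

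The mutated genes are described in the paper as induced in development and, for 5 of them, as part of the overlap with rapamycin. Of these 5, 1 was past the threshold with starvation at 30 min, DDB_G0292188, and 4 with rapamycin at 2 h. With starvation at 2 h all 5 were induced past it, with log2 fold changes between 0.94 and 1.61. Of the 10 starvation-alone genes, DDB_G0281231, DDB_G0276309 and DDB_G0288957 were not past the threshold with starvation at 30 min, with log2 fold changes of 0.80, 0.26 and 0.70. Nor were they at 2 h of starvation, with 0.18, 0.04 and -0.39. With the replicate block, DDB_G0281781 of the overlap genes also passed the threshold with starvation (0.83) and with rapamycin (0.65), and DDB_G0281231 passed with starvation (0.81). With DESeq2, both passed with starvation (0.79 each), and DDB_G0281781 did not with rapamycin (0.67).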

Other observations

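The tests of a mislabelled sample, of the order of the replicates and of a delayed stage in this part were chosen only after the results were seen.

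Of the 3 control libraries at 0 min, replicate 3 was unlike the other 2. Its correlation across 9604 genes was 0.895 with replicate 1 and 0.898 with replicate 2, which correlated with each other at 0.995. In it, 1226 genes were at least 4-fold lower and 38 at least 4-fold higher than in the mean of the other 2, while 1 gene differed by as much between replicates 1 and 2. Its 100 highest genes held 52.1% of the counts, against 31.6% in replicate 1. A mislabelled sample was examined by the highest correlation with any other library, which was 0.9001, so that no other condition matched it. Depth was not the reason, since replicate 1 thinned to its total still correlated with replicate 2 at 0.9943. Without the 100 highest genes the correlation with replicate 1 was 0.8918. RNA from starving cells was looked for as a correlation across genes with the changes of starvation, and the highest was 0.08. Gene length was related to the difference, with a Spearman correlation across genes of -0.655 between exon length and the log2 ratio to the other 2 libraries. Long genes were thus lower in this library, and a difference in RNA integrity or library preparation may be the source. Genes are not independent replicates, and the library was looked at because it differed. No biological explanation was tested.

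The gene length bias bears on the ribosomal protein genes, whose median log2 ratio of that library to the other 2 was 1.08. Against all 3 control libraries at 0 min, their median log2 fold change at 2 h was -0.55 with starvation and -1.21 with rapamycin. Against the other 2 control libraries at 0 min it was 0.38 with starvation and -0.31 with rapamycin. The fall with starvation is therefore consistent with an effect of that 1 library, while the fall with rapamycin remains in part. Correlations of exon length with the changes against the control of the same time were between -0.065 and 0.074.

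Rapamycin regulated fewer genes than starvation at 2 h, with a ratio of 0.581. Depth did not account for it, since the ratio was 0.559 with all libraries thinned to the smallest, and with DESeq2's size factors it was 0.58. A larger spread between the rapamycin replicates alone would leave the slope of the rapamycin on the starvation changes near 1, but it was 0.542. Of the genes regulated by starvation only, 88.0% changed in the same direction with rapamycin, which is consistent with smaller changes of the same genes. Shared control libraries would raise this share, and with rapamycin set against the control at 30 min it fell to 80.8%, so that they may account for a part of it. The hypothesis that many of these genes respond to rapamycin more weakly remains, and for 1353 of the 3017 genes the direct comparison found a difference. The 3017 genes were chosen for passing the threshold with starvation and not with rapamycin, so part of this difference follows from the choice. For every comparison of starvation, rapamycin and control of the same time, the real split of the 6 libraries gave more genes than each of the other 3 splits that part all same-numbered pairs (1 of 4). The other splits gave 0 genes, with between 12 and 690 at an unadjusted p under 0.05. With 4 splits no share under 0.05 is possible, so the share itself decides nothing. At 30 min, 2 h and 5 h, the real splits gave 5225, 7464 and 7697 genes for starvation against control. For rapamycin against control they gave 2356, 5100 and 6086 genes, and for starvation against rapamycin 4419, 3107 and 1395. In the other splits, a difference between the real groups, of whatever cause, becomes spread within the groups and lowers the count. These numbers therefore do not exclude differences between cultures that fell between the groups by chance.

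On the line from the control to the starved cells of 2 h, the rapamycin libraries lay in the order of the replicate numbers at all 3 times. They were at 0.007, 0.048 and 0.188 at 30 min, at 0.33, 0.52 and 0.801 at 2 h and at 0.454, 0.865 and 0.949 at 5 h. The controls had the same order at 30 min (-0.086, -0.05 and -0.012) and at 2 h (-0.03, -0.008 and 0.058), but not at 0 min or 5 h. A batch acting on all libraries would move the controls too, and the mean difference between replicates 3 and 1 among controls was 0.166 of that among rapamycin libraries. Library depth followed this order at 0 of the 3 times. The starved libraries at 30 min and 2 h had the same order, and those at 5 h the reverse order (1.051, 1.033 and 0.986). A batch of the replicate experiments is not excluded, and a difference between them in how fast cells respond may also remain as an explanation, which was not tested.

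A delay of the rapamycin response to the stage of 2 h starvation was examined as the reason for the genes that rapamycin regulated at 5 h and shared with starvation at 2 h. The changes at 5 h of rapamycin correlated better with starvation at 2 h than at 5 h in 1 of the 3 replicates, which does not decide between the stages. The changes of both treatments at 5 h also share their control libraries, which raises the correlation between them.

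Proteasome genes were also tested as a family. Of the 41 tested, starvation at 2 h induced 37 (odds ratio 22.4, adjusted p = 2e-14 from Fisher's exact test, two-sided) and rapamycin 27 (odds ratio 9.15, adjusted p = 8.91e-11 from the same exact test). Their median log2 fold change was 1.29 with starvation, higher in 41 of 41 genes, and 0.89 with rapamycin, higher in 38 of 41. Starvation at 30 min and rapamycin at 2 h both induced 1 of them. The paper's metabolism table lists proteasomal protein catabolism among the functions of the genes induced by both treatments. That is a GO term, whose genes were not examined here, and the family was chosen by symbol. The gene sets differ, so the values do not bear on the paper's entry.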
